# In-depth characterization of a selection of gut commensal bacteria reveals their functional capacities to metabolize dietary carbohydrates with prebiotic potential

**DOI:** 10.1128/msystems.01401-23

**Published:** 2024-03-05

**Authors:** Cassandre Bedu-Ferrari, Paul Biscarrat, Frederic Pepke, Sarah Vati, Cyril Chaudemanche, Florence Castelli, Céline Chollet, Olivier Rué, Christelle Hennequet-Antier, Philippe Langella, Claire Cherbuy

**Keywords:** dietary carbohydrates, transcriptomics, metabolomics, prebiotics, commensal bacteria

## Abstract

The microbial utilization of dietary carbohydrates is closely linked to the pivotal role of the gut microbiome in human health. Inherent to the modulation of complex microbial communities, a prebiotic implies the selective utilization of a specific substrate, relying on the metabolic capacities of targeted microbes. In this study, we investigated the metabolic capacities of 17 commensal bacteria of the human gut microbiome toward dietary carbohydrates with prebiotic potential. First, *in vitro* experiments allowed the classification of bacterial growth and fermentation profiles in response to various carbon sources, including agave inulin, corn fiber, polydextrose, and citrus pectin. The influence of phylogenetic affiliation appeared to statistically outweigh carbon sources in determining the degree of carbohydrate utilization. Second, we narrowed our focus on six commensal bacteria representative of the *Bacteroidetes* and *Firmicutes* phyla to perform an untargeted high-resolution liquid chromatography–mass spectrometry metabolomic analysis: *Bacteroides xylanisolvens*, *Bacteroides thetaiotaomicron*, *Bacteroides intestinalis*, *Subdoligranulum variabile*, *Roseburia intestinalis,* and *Eubacterium rectale* exhibited distinct metabolomic profiles in response to different carbon sources. The relative abundance of bacterial metabolites was significantly influenced by dietary carbohydrates, with these effects being strain-specific and/or carbohydrate-specific. Particularly, the findings indicated an elevation in short-chain fatty acids and other metabolites, including succinate, gamma-aminobutyric acid, and nicotinic acid. These metabolites were associated with putative health benefits. Finally, an RNA-Seq transcriptomic approach provided deeper insights into the underlying mechanisms of carbohydrate metabolization. Restricting our focus on four commensal bacteria, including *B. xylanisolvens*, *B. thetaiotaomicron, S. variabile,* and *R. intestinalis*, carbon sources did significantly modulate the level of bacterial genes related to the enzymatic machinery involved in the metabolization of dietary carbohydrates. This study provides a holistic view of the molecular strategies induced during the dynamic interplay between dietary carbohydrates with prebiotic potential and gut commensal bacteria.

**IMPORTANCE:**

This study explores at a molecular level the interactions between commensal health-relevant bacteria and dietary carbohydrates holding prebiotic potential. We showed that prebiotic breakdown involves the specific activation of gene expression related to carbohydrate metabolism. We also identified metabolites produced by each bacteria that are potentially related to our digestive health. The characterization of the functional activities of health-relevant bacteria toward prebiotic substances can yield a better application of prebiotics in clinical interventions and personalized nutrition. Overall, this study highlights the importance of identifying the impact of prebiotics at a low resolution of the gut microbiota to characterize the activities of targeted bacteria that can play a crucial role in our health.

## INTRODUCTION

Nutritional strategies can modulate the composition and functional activities of the gut microbiota, conferring health benefits. In this context, prebiotics define substrates that are selectively utilized by host microorganisms associated with host health, beyond *Bifidobacterium* and *Lactobacillus* species (1, 2). Prebiotics mainly describe non-digestible carbohydrates, even though other compounds with prebiotic potential, such as polyphenols, are emerging (3–5). As a consequence of the breakdown of carbohydrates, short-chain fatty acids (SCFA) often substantiate prebiotic health benefits (6, 7). Inulin-type fructans, including short fructo-oligosaccharides and longer inulin molecules, likely constitute the most accepted prebiotics in clinical interventions (8, 9) that can mediate satietogenic effects (10, 11) and regulate postprandial glycemia, insulinemia (12, 13), and normal cholesterol levels in the blood (14).

To gain insights into the interactions between prebiotics, gut microbes, and host health, efforts are being made to characterize the mechanisms underlying the prebiotic effects of dietary compounds. Saccharolytic fermentation involves a multitude of carbohydrate-active enzymes (CAZymes) dedicated to the catalysis of complex materials into individual carbohydrate components (7, 15). In particular, glycoside hydrolases (GH) support the hydrolysis and/or rearrangement of glycosidic bonds, which are essential for bacterial foraging systems such as the machinery of polysaccharide utilization loci (PUL) (16). According to the degradation capacities of commensal bacteria, dietary carbohydrates can have disparate effects on microbial communities. In the field of human health and nutrition, mechanistic research to clarify the selective utilization of prebiotics is an important basis for the development of personalized nutritional and clinical strategies. In this study, *in vitro* experiments investigated the functional capacities of 17 gut commensal bacteria, beyond the popular *Bifidobacterium* and *Lactobacillus* groups, to metabolize four dietary carbohydrates with prebiotic potential, including agave inulin, corn fiber, polydextrose, and citrus pectin. Furthermore, metabolomic and transcriptomic approaches allowed the characterization of molecular mechanisms involved in the utilization of these dietary carbohydrates by six and four selected bacteria, respectively.

## RESULTS

### Effect of dietary carbohydrates on bacterial growth parameters

The utilization of dietary carbohydrates was investigated in 17 gut commensal bacteria, representing the four major phyla of the human gut microbiome (17). The selected bacteria included prevalent members of a healthy human gut microbiota (Table S1) (18–20). Among these bacteria, *Bacteroidetes* species are commonly recognized as primary degraders of polysaccharides due to their extensive enzymatic repertoires, such as *Bacteroides fragilis*, *Bacteroides intestinalis*, *Bacteroides thetaiotaomicron,* and *Bacteroides xylanisolvens* (Table S1). As important acetate and/or butyrate producers, the selected *Firmicutes* species belong to two major families of the gut microbiota: *Lachnospiraceae* (*Eubacterium rectale*, *Anaerobutyricum hallii*, *Anaerostipes caccae*, *Blautia hansenii*, *Roseburia intestinalis,* and *Roseburia inulinivorans*) and *Ruminococcaceae* (*Butyricicoccus pullicaecorum*, *Faecalibacterium prausnitzii, Ruminococcus bromii,* and *Subdoligranulum variabile*). Among these bacteria, certain *Actinobacteria* (*Bifidobacterium adolescentis* and *Bifidobacterium catenulatum*) and *Firmicutes* species (*E. rectale, A. hallii, R. intestinalis, A. caccae, R. inulinivorans, B. pullicaecorum,* and *B. hansenii*) were identified as potentially beneficial bacteria with implications for chronic diseases such as allergy, inflammation, metabolic syndrome, and immunotherapy (Table S1). In our study, we deliberately included extensively studied strains (e.g., *B. adolescentis*, *B. thetaiotaomicron,* and *R. intestinalis*) and less well-studied strains (e.g., *B. catenulatum*, *A. caccae*, and *S. variabile*) to provide a comprehensive understanding of their response to dietary carbohydrates.

In our *in vitro* experiments, we first evaluated the utilization of dietary carbohydrates by each bacterial strain using low nutrient culture media (LNCM). The media were supplemented with agave inulin (LNCM-inulin), corn fiber (LNCM-corn-fiber), polydextrose (LNCM-polydextrose), or citrus pectin (LNCM-pectin) (Text S1 for compositional details). LNCM with glucose (LNCM-glucose) ran in parallel and served as a positive control. Measurements of optical density (OD) at 600 nm and pH were monitored as indicators of bacterial growth and fermentation (Fig. 1) (21). Bacterial growth was low in non-supplemented LNCM, except for *Bacteroidetes* strains. In contrast, most bacteria in LNCM-glucose recorded substantial growth and medium acidification, except for *B. pullicaecorum, F. prausnitzii, R. bromii,* and *Akkermansia muciniphila*, which did not grow under any carbon conditions. Regarding these conditions, each bacterium exhibited different capacities in utilizing dietary carbohydrates. *Bacteroidetes* strains effectively grew and fermented all tested carbon sources. Notably, *B. xylanisolvens* and *B. thetaiotaomicron* displayed the highest growth and fermentations on all tested conditions, reaching OD and pH values obtained in the presence of glucose. In contrast, *Actinobacteria* and *Firmicutes* strains tested showed a more narrow range in utilizing dietary carbohydrates. Thus, only inulin was able to stimulate the growth of *B. catenulatum*, at a level comparable to glucose. Strains belonging to *Lachnospiraceae* displayed higher growth and fermentation rates than strains belonging to *Ruminococcaceae*, except *S. variabile*. However, for *Firmicutes*, OD and pH values obtained in the presence of dietary carbohydrates remained lower than the ones obtained in the presence of glucose, except for *R. inulinivorans* and *B. hansenii* in the presence of inulin. Altogether, our data showed the impact of dietary carbohydrates included in this study varies among bacteria and is related to the phylogenetic affiliation of the strains.

**Fig 1:**
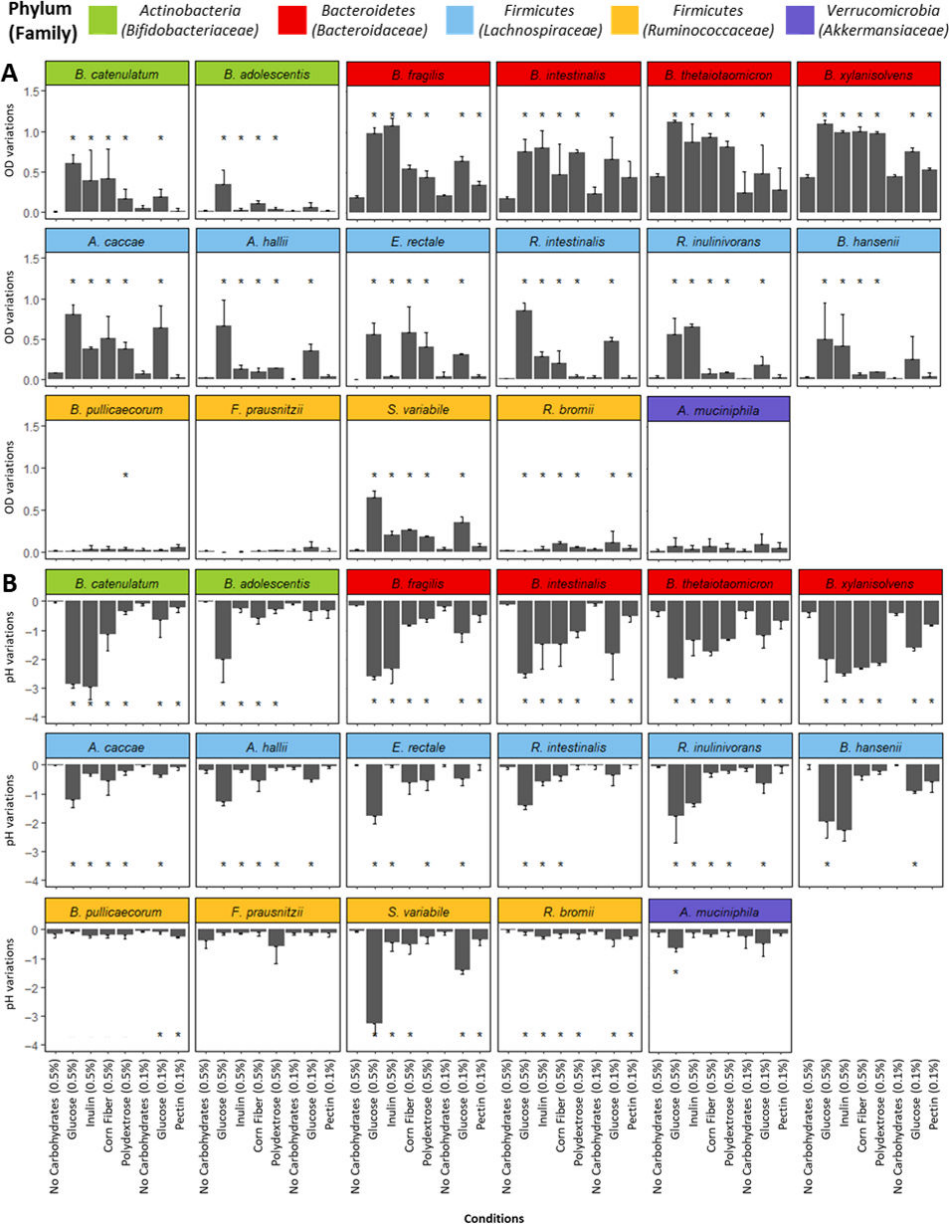
Functional activities of a selection of 17 commensal bacteria in the presence of carbohydrate substrates. Various carbohydrate sources were added into a low nutrient culture medium at concentrations of 0.5% (w/v for agave inulin, corn fiber, and polydextrose) or 0.1% (w/v for citrus pectin), taking into account the solubility and viscosity of dietary carbohydrates. Parallel controls included glucose at 0.5% or 0.1%, as well as a condition with no added carbohydrates. (**A**) Variations of OD at 600 nm reflect bacterial growth after 24 h of culture. (**B**) Variations in pH reveal medium acidification as a consequence of the production of fermentation end-products, such as short-chain fatty acids, after 24 h of culture. OD and pH variations correspond to the difference between OD and pH values measured after 24 h of culture, in comparison to the value measured just after the inoculation of the bacteria. Comparisons were conducted within each bacterial species between different carbon sources and the non-supplemented medium using unpaired Mann–Whitney’s non-parametric tests. The mean values annotated with * are significantly different (*P*-value < 0.0625) compared to the control conditions of no carbohydrates.

### Effect of dietary carbohydrates on SCFA production

As major metabolites resulting from the breakdown of carbohydrates by gut bacteria, SCFA were quantified. The levels and types of SCFA varied greatly based on bacterial strains and carbon sources (Fig. S1) (Text S1 for detailed SCFA analysis). A hierarchical classification method applied to SCFA production revealed four distinct fermentation profiles (Fig. 2). Cluster N, representing 64% of all monocultures, encompassed non-supplemented LNCM and LNCM-pectin conditions characterized by limited fermentation with low SCFA levels. This cluster mainly featured experiments involving *R. bromii*, *F. prausnitzii*, *B. pullicaecorum*, *B. adolescentis,* and *A. muciniphila*, demonstrating lower activities compared to the overall data set. In contrast, the other clusters displayed intense fermentation activities with unique SCFA contents. Cluster G, representing 13% of all experiments, grouped bacterial strains that especially metabolize glucose, leading to significantly high butyrate concentrations averaging 8.9 mM ±5.47. This cluster exclusively featured butyrate-producers from the *Firmicutes* phylum, particularly members of the *Lachnospiraceae* family. This finding indicates that *E. rectale*, *A. caccae*, *R. intestinalis,* and *S. variabile* efficiently utilize glucose as a carbon source. Cluster A, representing 17% of all experiments, exclusively comprised *Bacteroidetes* strains, leading to significantly high propionate concentrations averaging 10.3 mM ±5.20. Additionally, isovalerate production (mean of 2.1 mM ±0.64) was associated with cluster A, highlighting the capacities of *Bacteroidetes* strains to breakdown peptides present in LNCM. Interestingly, this cluster (A) excluded the LNCM-glucose condition, supporting the hypothesis of an evolutionary adaptation of *Bacteroidetes* species toward complex carbohydrate utilization. Cluster G/I, representing 6% of all experiments, consisted of bacterial strains exhibiting high fermentation capacities in both LNCM-glucose and LNCM-inulin. This cluster regrouped *B. catenulatum*, *B. hansenii*, *B. fragilis,* and *B. xylanisolvens*, leading to significantly high acetate concentrations averaging 26.6 mM ±7. In summary, the hierarchical clustering of SCFA profiles revealed four fermentation groups related to carbohydrate utilization, partly reflecting the phylogenetic affiliation of commensal bacteria. Butyrate and propionate distinguished clusters G and A, closely associated with *Firmicutes* and *Bacteroidetes*, respectively. Acetate differentiated cluster G/I, which encompassed three bacterial phyla. Statistical analysis indicated that bacterial strains were the primary factor influencing carbohydrate utilization, surpassing the impact of experimental conditions (Table S2).

**Fig 2:**
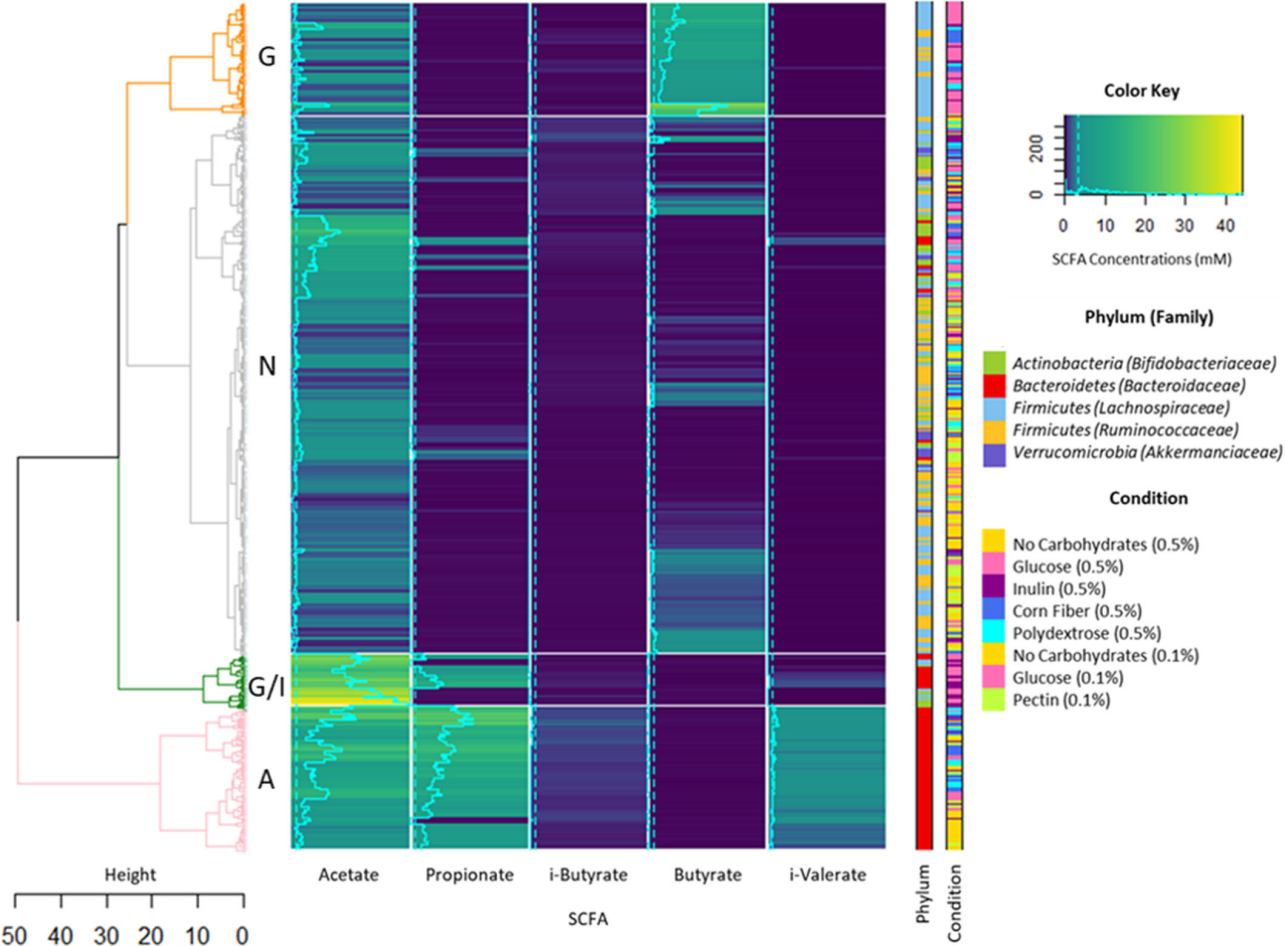
Classification of carbohydrate fermentation profiles of 17 commensal bacteria. In the dendrogram, all bacterial monocultures are grouped based on their fermentation profiles. We can observe four distinct clusters, highlighting the functional capacities of commensal bacteria to ferment various carbohydrates. The blue shading represents short-chain fatty acid (SCFA) concentrations, expressed in mM. Dotted lines denote the overall mean of total SCFA, excluding valerate, i-caproate, and caproate due to their null concentrations. The straight lines indicate the SCFA values for each bacterial culture. The hierarchical classification identified four clusters: in gray, cluster N; in orange, cluster G; in pink, cluster A; in green, and cluster G/I.

### Metabolomic profiles of six gut bacteria in the presence of dietary carbohydrates

The metabolic activities of six bacterial strains, representing *Bacteroidetes* and *Firmicutes,* were investigated in the presence of various substrates using high-resolution liquid chromatography–mass spectrometry (HR LC-MS). The selected *Bacteroidetes* and *Firmicutes* strains, namely *B. xylanisolvens*, *B. thetaiotaomicron*, *B. intestinalis*, *S. variabile*, *R. intestinalis*, and *E. rectale*, were chosen for their capacity to grow in our experimental conditions (Fig. 1). *B. xylanisolvens*, *B. thetaiotaomicron*, and *B. intestinalis* demonstrated robust growth on all carbon sources, while *S. variabile*, *R. intestinalis*, and *E. rectale* exhibited slight but significant growth with complex dietary carbohydrates. To evaluate their metabolic responses, we compared the metabolomic profiles obtained in non-supplemented LNCM, and those supplemented with simple (glucose) and complex (agave inulin, corn fiber, and citrus pectin) carbon sources against corresponding non-inoculated LCNM, considered the reference conditions (Fig. 3A). First, sparse partial least squares-discriminant analyses (sPLS-DA) for each bacterial strain were computed based on the culture conditions. In the *Bacteroidetes* group, the metabolomic profiles clearly distinguished between inoculated *versus* non-inoculated media, even in non-supplemented LNCM (Fig. 3B through D). However, in the presence of dietary carbohydrates, the metabolic patterns differed from those obtained in non-supplemented LNCM, indicating a shift in metabolism associated with complex sugars (Fig. 3B and C). Interestingly, the metabolic responses of *B. thetaiotaomicron* varied between conditions with glucose and complex dietary carbohydrates. While the separation of metabolomes in the presence of complex sugars was less pronounced for *B. intestinalis*, there were some distinctions, particularly with LNCM-inulin and LNCM-corn fiber (Fig. 3D). In the *Firmicutes* group, low metabolic activities were observed in non-supplemented LNCM clustering with non-inoculated conditions, and a metabolic shift occurred in the presence of glucose and complex sugars (Fig. 3E through G). While the separation of metabolomes was less distinct than that observed for *Bacteroidetes* members, the presence of dietary carbohydrates induced a consistent metabolic shift across bacterial strains. The comparison of all conditions and bacterial strains confirmed the separation of metabolomes between *Bacteroidetes* and *Firmicutes* members (Fig. S2). Then, the analysis focused on analytes with changed relative abundances in incubated LNCM versus non-inoculated LNCM, emphasizing metabolites with high-confidence annotation (Fig. 4; File S1) and those with predicted identities using public databases (Fig. S3, File S2) (Text S1 for detailed metabolite identification). Regardless of the condition, *Bacteroidetes* profiles consistently differed from *Firmicutes*, with *B. xylanisolvens* and *B. thetaiotaomicron* consistently clustering together (Fig. 4; Fig. S3). *B. intestinalis* exhibited the most distinctive metabolomic signature among *Bacteroidetes* members, while *E. rectale*, *R. intestinalis*, and *S. variabile* tended to cluster together under all conditions within the *Firmicutes* group (Fig. 4; Fig. S3). The key discriminating metabolite between the two phyla was succinate, with increased production by *Bacteroidetes* in the presence of glucose and complex dietary carbohydrates. Other *Bacteroidetes-*specific metabolites, such as hydroxyl-butyric acid, amino-isobutyric acid, and 2-hydroxy-hexadecanoic acid, increased with complex sugars. Some metabolites were specifically stimulated by dietary carbohydrates, such as sedoheptulose-7-phosphate, mainly induced by *Bacteroidetes* in LNCM-inulin, and O-phosphoryl-ethanolamine production, induced by *B. intestinalis* and *B. thetaiotaomicron* only in the presence of dietary carbohydrates. Notably, *B. xylanisolvens* induced the production of gamma-aminobutyric acid (GABA). For *Firmicutes* members, some metabolites increased with both glucose and complex dietary carbohydrates, including *N*-acetyl-ʟ-cysteine, while lactic acid production was observed for all three strains in the presence of complex sugars. Strain-specific metabolites, such as malonic acid unique to *S. variabile* with glucose and inulin, and thymine or 4-methyl-2-oxovaleric acid unique to *E. rectale* with glucose, were identified. Nicotinic acid was consistently produced by *S. variabile* and *E. rectale* under all culture conditions. Several metabolites were modulated in bacterial strains from both phyla, including dehydroascorbic acid/*cis*-aconitic acid and ᴅ-ribose 5-phosphate, which increased with complex sugars.

**Fig 3:**
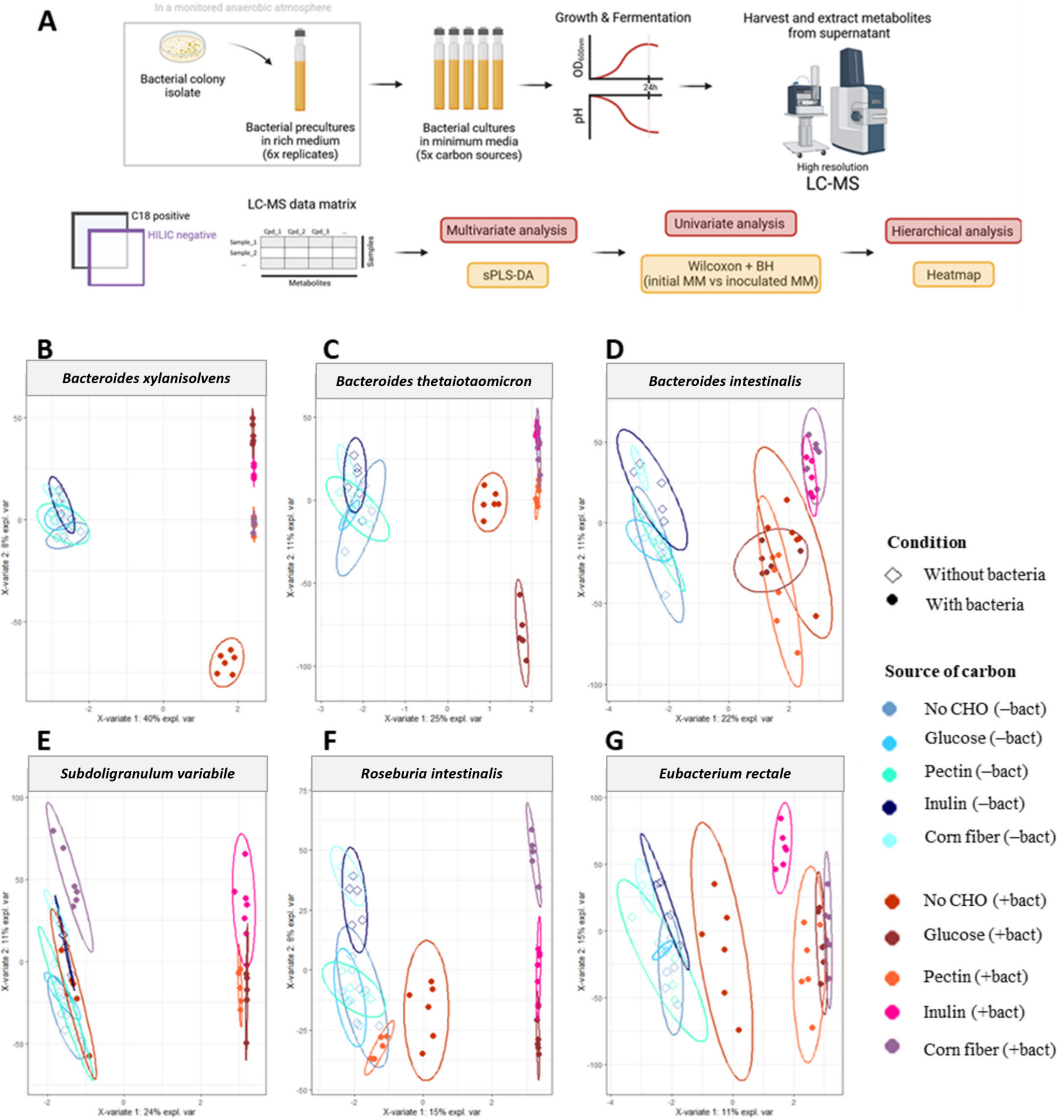
Metabolomic profiles of commensal bacteria according to culture conditions and carbon sources. (**A**) Schematic of the experimental strategy and the untargeted metabolomic data analysis. The metabolomic study was conducted on the supernatants of six commensal bacteria belonging to two different bacterial phyla, including *Bacteroidetes* (*B. xylanisolvens*, *B. thetaiotaomicron,* and *B. intestinalis*) and *Firmicutes* (*S. variabile, R. intestinalis,* and *E. rectale*). These bacterial species were cultivated in five low nutrient culture media (LNCM), each supplemented or not with different carbon sources. Each condition was performed in six replicates, in addition to five replicates of the initial non-inoculated LNCM. The liquid chromatography–mass spectrometry (LC-MS) metabolomic approach consisted of two types of chromatographic conditions (C18 and HILIC) and two ionization conditions (both positive and negative modes), resulting in the detection of features in the HILIC column and negative ionization mode, and features in the C18 columns and positive ionization mode. Scatter plots of the first two sparse partial least squares-discriminant analyses (sPLS-DA) components were obtained for each of the bacterial species for all the culture conditions (**B**) *B. xylanisolvens*; (**C**) *B. thetaiotaomicron*; (**D**) *B. intestinalis*; (**E**) *S. variabile*; (**F**) *R. intestinalis*; and (**G**) *E. rectale*. All ellipses were drawn assuming a multivariate t-distribution with a confidence level of 0.95.

**Fig 4:**
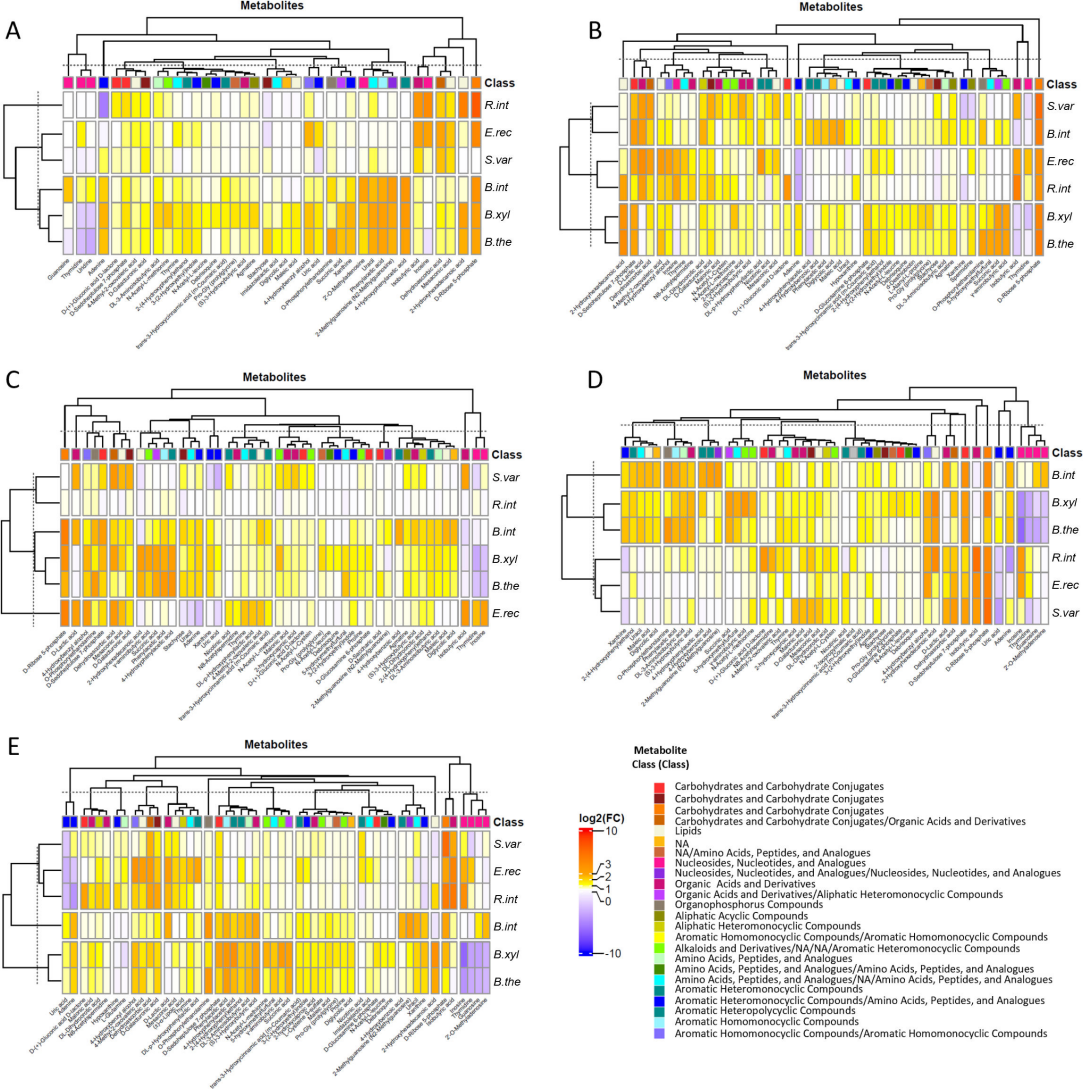
Heatmaps of differentially abundant metabolites after 24-h incubation of bacterial strains (**A**) without any carbohydrate supplementation, (**B**) in the presence of 0.5% glucose, (**C**) 0.1% pectin, (**D**) 0.5% inulin, and (**E**) 0.5% corn fiber. The bacterial species were *B. xylanisolvens*, *B. thetaiotaomicron*, *B. intestinalis*, *S. variabile*, *R. intestinalis*, and *E. rectale* (named *B. xyla*, *B. theta*, *B. int*, *S. var*, *R. int*, and *E. rect*, respectively). Metabolites that differ between the medium inoculated with each of the bacterial species and the corresponding non-incubated medium were identified using a univariate non-parametric test (Wilcoxon test, *P* < 0.05). Metabolites plotted were significantly modulated in at least one condition with a fold change higher than 2. Only metabolites annotated with a high level of confidence are shown.

### Molecular mechanisms underlying the interactions between commensal bacteria and dietary carbohydrates

To elucidate the genetic responses to dietary carbohydrates, we conducted a molecular-scale investigation of the activities of four bacterial strains out of the six employed in the metabolomic analysis. This exploration occurred at the end of the exponential growth phase, focusing on three specific dietary carbohydrates (agave inulin, corn fiber, and citrus pectin) (Text S1 for detailed gene identification). 

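RNA-Seq measures how strongly each gene is transcribed by counting sequenced fragments of RNA per gene. Total RNA of *B. thetaiotaomicron*, *B. xylanisolvens* and *R. intestinalis* grown in LNCM-glucose, LNCM-inulin and LNCM-corn fiber, and of *S. variabile* grown in LNCM-glucose, LNCM-inulin and LNCM-pectin, was sequenced in 3 replicates per condition, which gives 36 libraries of 4 species. Inulin, a fructan, and corn fiber were supplied at 0.5% and pectin, a galacturonic acid polymer, at 0.1%. The paper describes this pectin as low-ester and standardized with sugars, whose amount is not given. The cultures were harvested about 12 h after inoculation. LNCM-glucose held 0.5% or 0.1% glucose, and which of the 2 these cultures had is not given in the sources used here. A contrast with it is therefore not known to be at equal amounts. The direct contrast of LNCM-inulin with LNCM-pectin sets 0.5% against 0.1%, so the kind and the amount of carbohydrate cannot be told apart in it. The text calls the replicates biological and does not say whether they came from separate cultures, so the p-values measure only the spread between these libraries. rRNA was depleted, strand-specific libraries were sequenced, and reads were counted per gene with featureCounts 1.5.2; the aligner is not given in the sources used here. The adapter trimmer, Cutadapt, has different versions in the methods and in the submitters' processing notes. The deposited values are counts that the authors divided by 1 size factor per library, computed with DESeq2, while the article's own tests used edgeR with TMM. Every value of every library was a whole multiple of what 1 read is worth in that library, within a tolerance of 0.01 read, so the reads per gene could be recovered for 100% of the values. In *B. thetaiotaomicron* the recovered reads per library, in M reads, ranged over 13.6 to 17.1 M in LNCM-glucose (median 16.3), 14.9 to 17.0 M in LNCM-inulin (median 16.2) and 13.8 to 15.5 M in LNCM-corn fiber (median 14.4). In *B. xylanisolvens* they ranged over 17.0 to 20.3 M in LNCM-glucose (median 19.4), 0.257 to 24.5 M in LNCM-inulin (median 13.5) and 10.1 to 14.8 M in LNCM-corn fiber (median 12.2). In *R. intestinalis* they ranged over 6.69 to 18.8 M in LNCM-glucose (median 15.0), 11.9 to 14.7 M in LNCM-inulin (median 12.3) and 6.95 to 13.2 M in LNCM-corn fiber (median 12.3). In *S. variabile* they ranged over 16.5 to 19.2 M in LNCM-glucose (median 19.2), 10.6 to 14.4 M in LNCM-inulin (median 13.0) and 12.7 to 13.7 M in LNCM-pectin (median 13.4). Genes were compared with limma on log2(normalized count + 1), with all 3 media of a species in 1 fit. The Benjamini-Hochberg adjustment was made over the genes that passed a minimum of 1 CPM. Because of the added 1, fold changes of weakly transcribed genes are in general understated. In replicate 3 of *B. xylanisolvens* in LNCM-inulin, with a size factor of 0.0233, 485 genes had 0 reads. For such genes the log2 value of 0 can instead overstate a fall. A gene is said to have changed when its adjusted p was under 0.05. *R. intestinalis* was analysed over the 7 libraries that the header of File S3 lists, 2 in LNCM-glucose, 2 in LNCM-corn fiber and 3 in LNCM-inulin. The other species were analysed over all their libraries. Replicate 3 of *B. xylanisolvens* in LNCM-inulin thus stayed in, although it is under the paper's minimum of 10 M reads. Names and functions of genes were taken from the readable part of File S3, which holds the first 1079 of the 2861 genes listed for *S. variabile*; for the other 3 species the files used here do not pair the identifiers with names.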

The selection of bacteria for RNA-Seq analysis was guided by their substrate preferences to promote optimal growth. Specifically, we chose two *Bacteroidetes* strains, *B. thetaiotaomicron* and *B. xylanisolvens*, whose growth showed robust stimulation in the presence of dietary carbohydrates. Additionally, we opted for two *Firmicutes* strains, *R. intestinalis* and *S. variabile*, which are known for their promising health-promoting properties and demonstrated growth responses to dietary carbohydrates. As a reference condition for saccharolytic mechanisms involving a simple carbon source, LNCM-glucose was used (Fig. 5A). First, differential expression analysis identified numerous genes significantly modified in LNCM-inulin and LNCM-corn fiber or LNCM-pectin (File S3). 

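A large part of every transcriptome differed between the media. The paper reports that OD and pH values of *Firmicutes* on dietary carbohydrates stayed below those on glucose, except in species not sequenced here. Those of *B. thetaiotaomicron* and *B. xylanisolvens* reached the values on glucose. Density, pH and growth rate of the sequenced cultures are not given in the sources used here. In these counts and the gene lists below, effects of the carbon source and of growth cannot be told apart. In *B. thetaiotaomicron*, 1551 genes rose and 1638 fell in LNCM-inulin against LNCM-glucose, and 1377 rose and 1583 fell in LNCM-corn fiber, out of 4313 genes tested. In *S. variabile*, 1035 genes rose and 1016 fell in LNCM-inulin, and 1063 rose and 1065 fell in LNCM-pectin, out of 2849 genes tested. *B. xylanisolvens* had 649 genes that rose and 648 that fell in LNCM-inulin (599 and 1370 in the edgeR quasi-likelihood test by library size only, 919 and 937 in that test with TMM) and 740 and 715 in LNCM-corn fiber (867 and 1253, 1016 and 1120), out of 3151. *R. intestinalis* had 786 that rose and 771 that fell in LNCM-inulin (261 and 1723 in the edgeR quasi-likelihood test by library size only, 797 and 779 in that test with TMM) and 732 and 811 in LNCM-corn fiber (274 and 1647, 750 and 817), out of 3411. Changes of at least 2-fold made up 1894 of the changed genes of *B. thetaiotaomicron* in LNCM-inulin and 1594 in LNCM-corn fiber, 541 and 732 of those of *B. xylanisolvens*, 903 and 1042 of those of *R. intestinalis*, and 1147 and 1307 of those of *S. variabile* in LNCM-inulin and LNCM-pectin. The replicates of the 2 media did not overlap in 79.0% of the genes of *B. thetaiotaomicron* and 74.9% of those of *S. variabile* in LNCM-inulin against LNCM-glucose, where chance gives 10%. Counts beside which no other test is named are from limma, and all are at a Benjamini-Hochberg adjusted p under 0.05. Without replicate 3 of *B. xylanisolvens* in LNCM-inulin, the library with the fewest reads, 2080 genes of that species changed in LNCM-inulin and 2353 in LNCM-corn fiber, and without replicate 3 of *R. intestinalis* in LNCM-glucose 804 genes changed in LNCM-inulin. The edgeR likelihood ratio test on the recovered reads called 2061 and 2279 genes in *B. xylanisolvens*, over 1.5 times as many as limma, and the replicate number as a block gave 1012 genes in *R. intestinalis* in LNCM-corn fiber, 988 of them among the 1543 called without it.

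**Figure D1:**
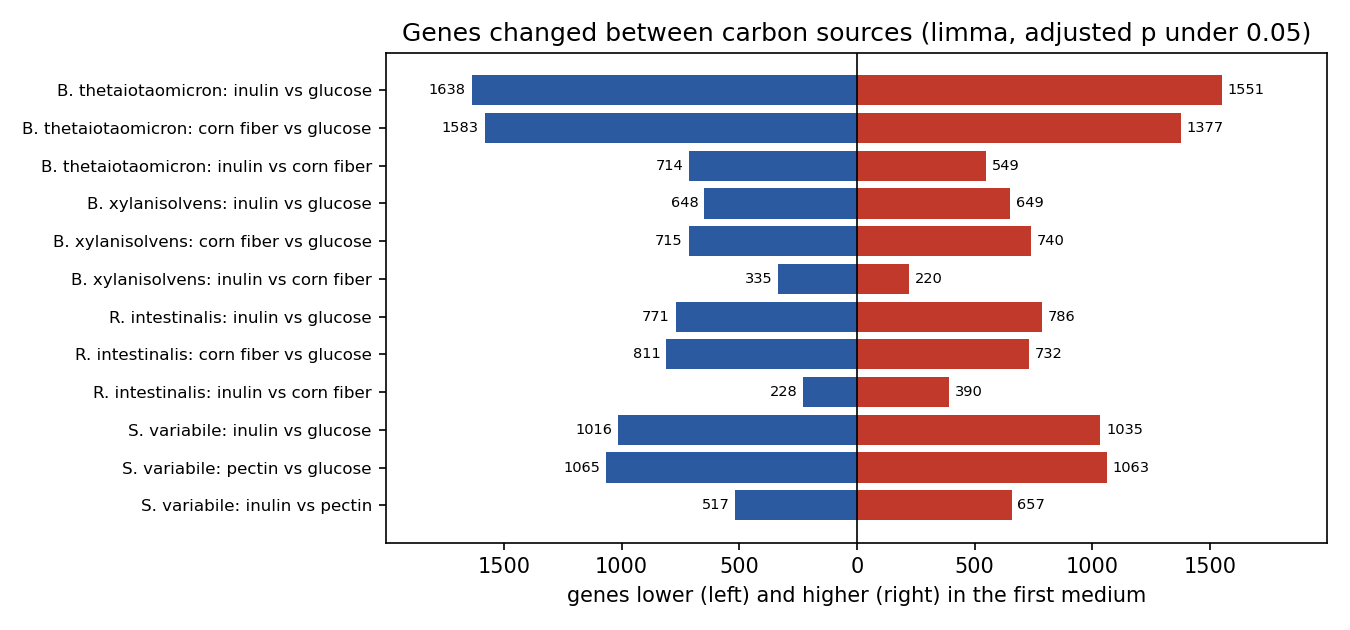
Genes changed between carbon sources in the 4 species. Each pair of bars is 1 comparison, with the number of genes higher in the first medium to the right of 0 and lower to the left, at an adjusted p under 0.05 from limma. The bars of *B. thetaiotaomicron* against LNCM-glucose are the longest, from 1377 to 1638 genes. Those between inulin and corn fiber in *B. xylanisolvens* have the smallest sum, 555 genes. That sum includes replicate 3 of LNCM-inulin, which held 256985 reads. Without this library it was 1335, above the sum drawn for any other direct contrast.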

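Many genes moved the same way on both complex carbohydrates of a species. In *B. thetaiotaomicron*, 1208 genes rose and 1352 fell in both LNCM-inulin and LNCM-corn fiber, and 56 moved in opposite directions. In *S. variabile*, 868 rose and 861 fell in both LNCM-inulin and LNCM-pectin, and 41 moved in opposite directions. The counts were 543, 499 and 13 in *B. xylanisolvens* and 551, 522 and 31 in *R. intestinalis*. Those of *B. xylanisolvens*, and its covariance and correlation below, include replicate 3 of LNCM-inulin, the library with the fewest reads. Independent lists of these sizes would share 495 risen and 601 fallen genes in *B. thetaiotaomicron*, 386 and 380 in *S. variabile*, 152 and 147 in *B. xylanisolvens* and 169 and 183 in *R. intestinalis*. Both comparisons of a species use the same LNCM-glucose libraries, of which there are too few to split, so the excess over independent lists includes what the shared reference adds. Genes are not independent replicates. Across them, the covariance of the log2 fold changes was 1.66 in *B. thetaiotaomicron*, 0.830 in *B. xylanisolvens*, 1.01 in *R. intestinalis* and 1.90 in *S. variabile*. Unchanged groups simulated with a shared reference gave 0.0445, 0.175, 0.0625 and 0.0229. The correlation was 0.886, 0.660, 0.784 and 0.896 in the same order, against a simulated 0.492, 0.497, 0.544 and 0.495. The simulations drew every library, the reference too, with independent noise. They hold no pairing of replicates and no library that stands apart, so they leave out what these add. Compared directly, LNCM-inulin and LNCM-corn fiber differed in 1263 genes in *B. thetaiotaomicron*, 549 higher in inulin and 714 lower, in 555 in *B. xylanisolvens*, 220 and 335 (218 and 639 in the edgeR quasi-likelihood test by library size only, 472 and 447 in that test with TMM, 287 and 286 in limma after rescaling by TMM), and in 618 in *R. intestinalis*, 390 and 228 (212 in limma and 147 in the edgeR quasi-likelihood test with the replicate number as a block). In *S. variabile*, 657 genes were higher in LNCM-inulin than in LNCM-pectin and 517 lower (353 and 940 in the edgeR quasi-likelihood test by library size only, 598 and 595 in that test with TMM). Inulin was supplied at 0.5% and pectin at 0.1%, so these differences need not come from the kind of carbohydrate alone. Among genes that carry no name in the sources used here, BT_RS13295 of *B. thetaiotaomicron* had a log2 fold change of 7.07 (standard error 1.37, adjusted p = 0.0013 from limma with the Benjamini-Hochberg adjustment) in LNCM-inulin and BT_RS12270 had one of -8.29 (standard error 0.64). In LNCM-corn fiber, BT_RS19060 had one of 6.52 (adjusted p = 8.3e-04 from limma with the Benjamini-Hochberg adjustment). HMPREF1074_RS07680 of *B. xylanisolvens* had a log2 fold change of 7.39 (standard error 0.25, adjusted p = 3.8e-07 from limma with the Benjamini-Hochberg adjustment) in LNCM-corn fiber, and RIL182_RS20245 of *R. intestinalis* one of 7.80 (adjusted p = 2.4e-08) in LNCM-inulin. The direct contrast rested on few libraries in 2 species: it gave 1335 genes in *B. xylanisolvens* without replicate 3 in LNCM-inulin and 274 to 298 without any 1 replicate in LNCM-corn fiber, and in *R. intestinalis* 276 without replicate 1 in LNCM-corn fiber, 330 and 373 without replicate 2 or 3 in LNCM-inulin.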

To capture the molecular responses of these bacterial strains, significant differentially expressed genes were affiliated with biological processes using gene ontology (GO) (Text S1). 

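In *S. variabile*, all 6 readable genes of arginine synthesis fell in both LNCM-inulin and LNCM-pectin (6 and 6 adjusted over the list alone), by a median of -1.46 and -1.23 on the log2 scale. The largest decrease in that list was that of argH (SUBVAR_RS13505), which encodes argininosuccinate lyase, the last step of the pathway: its normalized count was 3124 ± 507 (SD, n = 3) in LNCM-glucose, 895 ± 72.6 in LNCM-inulin and 1058 ± 81.9 in LNCM-pectin, with log2 fold changes of -1.79 (standard error 0.13, adjusted p = 2.4e-06) and -1.55 (standard error 0.13, adjusted p = 5.0e-06) from limma with the Benjamini-Hochberg adjustment. The next genes on the scaffold, argC, argJ and argB, had log2 fold changes of -1.55, -1.70 and -1.36 in LNCM-inulin and -1.23, -1.51 and -1.22 in LNCM-pectin. Of 5 genes of branched-chain amino acid synthesis, 2 rose and 3 fell in LNCM-inulin, and 2 rose, 2 fell and 1 did not pass the test in LNCM-pectin (2 and 3, and 2 and 2, adjusted over the list alone). The threonine ammonia-lyase gene ilvA fell by 1.69 in LNCM-inulin and the acetolactate synthase gene ilvB fell by 1.41, while the dihydroxy-acid dehydratase gene ilvD had a log2 fold change of 0.93. The imidazoleglycerol-phosphate dehydratase gene hisB, the 1 readable gene of histidine synthesis, had log2 fold changes of -1.31 in LNCM-inulin and -0.93 in LNCM-pectin and fell in both, also when adjusted over the list alone. Of the 3 readable ribosomal protein genes, all 3 fell in LNCM-inulin, while 2 rose and 1 fell in LNCM-pectin (3, and 2 and 1, adjusted over the list alone). rplM and rpsI, for proteins L13 and S9, had log2 fold changes of -0.86 and -0.63 in LNCM-inulin and 0.33 and 0.37 in LNCM-pectin, and in the direct contrast both were lower in LNCM-inulin (adjusted p = 5.3e-05 and 1.8e-04 from limma with the Benjamini-Hochberg adjustment). Of 2 aminoacyl-tRNA synthetase genes, serS fell in LNCM-inulin and gltX did not pass the test there, while in LNCM-pectin gltX rose by a log2 fold change of 0.46 and serS fell (1 fell, and 1 rose and 1 fell, adjusted over the list alone); with only the 2 groups compared serS passed in neither medium, and in LNCM-pectin it also did not pass in the edgeR likelihood ratio test or in the edgeR quasi-likelihood test with TMM or by library size only. Of carbon metabolism, the pyruvate:ferredoxin oxidoreductase gene nifJ, which yields acetyl-CoA, rose in LNCM-inulin by a log2 fold change of 0.47 (1 of 1, also adjusted over the list alone). It did not pass the test in LNCM-pectin (0.24), where it rose in the edgeR quasi-likelihood test with TMM (0.30) and by library size only (0.42). The phosphoenolpyruvate carboxykinase gene pckA rose in LNCM-pectin by 1.11 (1 of 1, also adjusted over the list alone). It did not pass in LNCM-inulin (0.23), and in the direct contrast it was lower there than in LNCM-pectin, by a log2 difference of -0.87. The 1 readable gene of glycolysis did not pass the test in either medium. Without replicate 2 or 3 of LNCM-glucose or any 1 replicate of LNCM-pectin, the log2 fold change of serS in LNCM-pectin was -0.33 to -0.23 and did not pass the test, nor did that in LNCM-inulin (-0.31 to -0.27) without replicate 2 or 3 of LNCM-glucose or replicate 1 or 2 of LNCM-inulin, and rplM in LNCM-pectin was 0.27 and did not pass without replicate 2 of LNCM-glucose or replicate 1 of LNCM-pectin. The readable genes are part of the genome, so the counts describe these genes and not the pathways as a whole.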

Enrichment tests of functional GO terms revealed that all bacterial transcriptomes were primarily associated with central metabolism related to nucleotides, amino acids, carbon, and energy conversion (Fig. S4). In *B. thetaiotaomicron*, the highest enrichment scores were associated with metabolic processes involving RNA in LNCM-inulin, DNA in LNCM-corn fiber, and organic acids (including pyruvate) in both conditions. *B. xylanisolvens* in LNCM-inulin showed enrichment in metabolic processes related to fatty acids, organic acids, and monosaccharides, which are likely involved in carbohydrate utilization and energy conversion. In both LNCM-inulin and LNCM-corn fiber, this bacterium expressed genes associated with protein metabolism, including translation, metabolic processes of peptides, amides, and organonitrogen compounds. In LNCM-corn fiber, *B. xylanisolvens* highlighted genes involved in protein transport. Moreover, *R. intestinalis* exhibited enrichment in metabolic processes related to DNA and protein, including translation, metabolic processes of proteins, peptides, and amides. In LNCM-inulin, the molecular response was significantly associated with energy conversion and metabolic processes of fatty acids, monosaccharides, glucans, hexoses, and carbohydrate transport, suggesting carbohydrate utilization. In LNCM-corn fiber, the GO profile was mainly associated with the metabolism of organic acids, alcohols, and vitamins, including thiamine and thiamine-containing compound biosynthesis. *S. variabile* displayed enrichment in energy conversion and metabolic processes involving DNA, lipids, organic acids, and carbohydrates in both LNCM. 

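All 7 readable genes of the F0F1 ATP synthase, the complex that makes ATP from a proton gradient, fell in both LNCM-inulin and LNCM-pectin, and all 7 readable genes of butyrate synthesis rose in both (7 in each medium adjusted over the list alone, for both lists). The ATP synthase genes lie next to each other on scaffold NZ_GG704769.1, and their log2 fold changes ran from -1.43 to -0.61 in LNCM-inulin and from -1.51 to -0.50 in LNCM-pectin. The normalized count of atpA (SUBVAR_RS01070, alpha subunit, 251401 to 253440) was 140832 ± 14755 (SD, n = 3) in LNCM-glucose, 53607 ± 3223 in LNCM-inulin and 49305 ± 1445 in LNCM-pectin, log2 fold changes of -1.39 and -1.51 (standard error 0.11 for each, adjusted p = 5.0e-06 and 2.5e-06 from limma with the Benjamini-Hochberg adjustment). Between the 2 media their median log2 difference was 0.04. Of the butyrate genes, 5 run side by side from 409633 to 414493 on the same scaffold and encode steps from acetoacetyl-CoA to butyryl-CoA. SUBVAR_RS01790, a 3-hydroxyacyl-CoA dehydrogenase, had 95172 ± 10627 normalized counts (SD, n = 3) in LNCM-glucose, 316585 ± 57086 in LNCM-inulin and 183858 ± 28374 in LNCM-pectin, with log2 fold changes of 1.72 (standard error 0.18, adjusted p = 2.2e-05) and 0.94 (adjusted p = 9.2e-04) from limma with the Benjamini-Hochberg adjustment. The electron transfer flavoprotein genes SUBVAR_RS01800 and SUBVAR_RS01805, which pass electrons to the acyl-CoA dehydrogenase step, had log2 fold changes of 1.20 and 1.36 in LNCM-inulin and 0.95 and 0.73 in LNCM-pectin. Of the 7 butyrate genes, 3 were higher in LNCM-inulin than in LNCM-pectin, with SUBVAR_RS01790 higher by 0.78 (adjusted p = 0.0073 from limma with the Benjamini-Hochberg adjustment). These are RNA levels, and the butyrate made by the sequenced cultures is not given in the sources used here. In longer cultures, the paper grouped *S. variabile* with strains whose high butyrate it ties to glucose. The rise of these genes is thus no measure of butyrate made. Both mannonate dehydratase genes, which act in the breakdown of glucuronate and were listed with the pectin enzymes, rose in both media (2 and 2 adjusted over the list alone). A GH43 gene, SUBVAR_RS12280, of a family of arabinofuranosidases and xylosidases, had log2 fold changes of 3.13 and 1.60, and was higher in LNCM-inulin than in LNCM-pectin by 1.54 (adjusted p = 3.4e-05 from limma with the Benjamini-Hochberg adjustment); it was the 1 gene of 4 in its list that rose in LNCM-inulin, and in LNCM-pectin 2 of the 4 fell (1, and 1 and 2, adjusted over the list alone; 1 fell in the edgeR quasi-likelihood test by library size only, 2 in that test with TMM). The cellobiose phosphorylase gene SUBVAR_RS14170 fell by 4.43 in LNCM-inulin and fell by 4.89 in LNCM-pectin. The paper reached its statement on energy conversion, DNA, lipids, organic acids and carbohydrates through Fisher tests of GO terms over the differentially expressed genes (Fig. S4), which were not run here because GO terms were read for part of the genes only.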

Particularly, in LNCM-pectin, the molecular response was significantly associated with aromatic compounds, heterocycles, and tetrapyrroles, likely related to cobalamin biosynthesis. Then, differentially expressed genes in response to various carbon sources among four selected bacteria revealed predicted CAZyme gene clusters (CGCs), each comprising at least one CAZyme, one transporter, one transcriptional regulator, and one signaling transduction protein (21). Hierarchical clustering analysis of CGCs, combined across LNCM-inulin, LNCM-corn fiber, and LNCM-pectin, provided a comprehensive overview of biological functions related to carbohydrate utilization (Fig. 5B). We focused on the top five CGCs with the most overexpressed genes for each LNCM. The transcriptomic response of *Bacteroidetes* strains included numerous genes annotated with functions encompassing various GH enzymes, transporters, and transcriptional factors. For instance, *B. xylanisolvens* overexpressed CGC2, which consisted of susC/susD-like, major facilitator superfamily (MFS) transporter, and GH32 genes in LNCM-inulin, and displayed multiple upregulated genes, including susC/susD-like, GH13, GH29, GH92, and GH97 in LNCM-corn fiber. *B. thetaiotaomicron* overexpressed CGC36, which consisted of susC/susD-like, MFS transporter, GH32, and GH18 genes in LNCM-inulin, and overexpressed CGC80, which consisted of susC/susD-like, GH13, and GH97 genes, and CGC85, which consisted of susC/susD-like, GH18, and GH92 genes in LNCM-corn fiber. 

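Among the transporter genes of *S. variabile*, single systems rose by more than 16-fold while others fell. Of 37 readable genes of ABC sugar transporters, which import sugars at the cost of ATP, 17 rose and 10 fell in LNCM-inulin, and 16 rose and 13 fell in LNCM-pectin (17 and 10, and 16 and 13, adjusted over the list alone). The permease gene SUBVAR_RS12285 (NZ_GG704770.1, 191353 to 192240) had 196 ± 24.6 normalized counts (SD, n = 3) in LNCM-glucose and 3322 ± 402 in LNCM-inulin, a log2 fold change of 4.08 (standard error 0.15, adjusted p = 5.2e-08 from limma with the Benjamini-Hochberg adjustment). The substrate-binding protein gene SUBVAR_RS00840 fell by 3.63 in LNCM-pectin, from 21159 ± 456 to 1712 ± 61.9 normalized counts. Of 6 genes of the phosphotransferase system (PTS), which phosphorylates sugars as it imports them, 1 rose and 2 fell in LNCM-inulin, and 2 rose and 2 fell in LNCM-pectin (1 and 1, and 2 and 2, adjusted over the list alone). The IIABC gene SUBVAR_RS14710 rose in LNCM-pectin from 1448 ± 103 to 32138 ± 5055 normalized counts, and SUBVAR_RS14085, for a subunit EIIC, fell by 1.86 there. Of 6 genes of the major facilitator superfamily (MFS), 2 rose and 3 fell in LNCM-inulin, and 1 rose and 3 fell in LNCM-pectin (2 and 3, and 1 and 3, adjusted over the list alone); SUBVAR_RS14285 had log2 fold changes of -2.23 and -2.27. Of 5 LacI regulators, repressors that often sit beside sugar transporter genes, 2 rose and 2 fell in each medium (3 and 2, and 2 and 2, adjusted over the list alone; in the edgeR quasi-likelihood test, 3 rose in LNCM-inulin with TMM and 3 in LNCM-pectin by library size only). In the direct contrast, 12 ABC genes were higher in LNCM-inulin than in LNCM-pectin and 5 lower (14 and 6 adjusted over the list alone). The fall of SUBVAR_RS12690, 1 of the 2 PTS genes that fell in LNCM-inulin, did not pass the edgeR quasi-likelihood test on the recovered reads with TMM (adjusted p = 0.069), with RLE, by library size only or with a block, nor DESeq2, limma with a block or with only the 2 groups compared, nor by the authors' p-values, nor without replicate 2 or 3 of LNCM-glucose or of LNCM-inulin (-0.79 to -0.50). In the edgeR quasi-likelihood test by library size only, 16 ABC genes rose and 12 fell in LNCM-inulin (18 and 10 with TMM), 19 and 13 in LNCM-pectin (16 and 13 with TMM), and 1 MFS gene rose in LNCM-inulin (2 with TMM). For *R. intestinalis*, the files used here do not pair identifiers with names, so its transporter genes were not analysed.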

In *Firmicutes* strains, the transcriptomic response showed numerous upregulated genes associated with transporters. 

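In *S. variabile*, 15 of 20 readable genes of CGC5 rose in LNCM-inulin and 4 fell, and 13 rose and 5 fell in LNCM-pectin; of 20 genes of CGC1, 8 rose and 1 fell in LNCM-inulin, and 13 rose and 2 fell in LNCM-pectin. The clusters were picked in the study for the fold changes of their genes in the same libraries, so the counts are no independent evidence of their direction. A CGC is a run of neighbouring genes with a carbohydrate-active enzyme, a transporter and a regulator. The genes under 1 CGC number here form separate runs on different scaffolds of this draft genome. The counts above pool these runs, which differed in response, as given below. The CGC5 genes on scaffold NZ_GG704770.1 (238847 to 255081) held the largest increases of the 2 clusters: SUBVAR_RS12510, for an MBL fold metallo-hydrolase, had 301 ± 179 normalized counts (SD, n = 3) in LNCM-glucose, 36804 ± 4679.8 in LNCM-inulin and 17333 ± 4394 in LNCM-pectin, with log2 fold changes of 7.07 (standard error 0.35, adjusted p = 2.9e-07) and 5.96 (standard error 0.35, adjusted p = 5.9e-07) from limma with the Benjamini-Hochberg adjustment. Beside it, SUBVAR_RS12515 of GH32, a family that includes fructan hydrolases, had log2 fold changes of 6.18 and 4.49. Those of the PTS transporter gene SUBVAR_RS12505 were 6.08 and 4.85, and those of the LacI gene SUBVAR_RS12500 were 4.03 and 2.04. Another GH32 gene of this run, SUBVAR_RS12490, fell by 0.86 in LNCM-inulin and had a log2 fold change of 0.01 in LNCM-pectin (adjusted p = 0.93 from limma with the Benjamini-Hochberg adjustment). The sensor histidine kinase SUBVAR_RS12480 and the response regulator SUBVAR_RS12485 had log2 fold changes of -1.29 and -1.55 in LNCM-inulin and -2.48 and -2.83 in LNCM-pectin. On NZ_GG704769.1 (202315 to 211781), all 5 CGC5 genes rose in both media, with the GH3 gene SUBVAR_RS00895 at 6.07 and 4.39, the GH2 gene SUBVAR_RS00890 at 5.87 and 4.12, and the MFS gene SUBVAR_RS00900 at 5.70 and 3.50. In CGC1, 6 of 7 genes on NZ_GG704772.1 (20861 to 31474) rose in LNCM-inulin and all 7 in LNCM-pectin: the ABC transporter genes SUBVAR_RS14930, SUBVAR_RS14935 and SUBVAR_RS14940 had log2 fold changes of 5.32, 5.32 and 4.60 in LNCM-inulin and 4.69, 5.22 and 4.06 in LNCM-pectin, the LacI gene SUBVAR_RS14945 of 4.06 and 2.92, and malQ (SUBVAR_RS14950), a 4-alpha-glucanotransferase of GH77, of 3.83 and 2.40. Of the 10 CGC1 genes on NZ_GG704770.1 (18724 to 30692), mostly glycosyl- and sugar transferases, 1 fell and 9 did not pass the test in LNCM-inulin, and 4 rose and 2 fell in LNCM-pectin. In the direct contrast by limma, 12 genes of CGC5 were higher in LNCM-inulin than in LNCM-pectin and 3 lower, with SUBVAR_RS12515 higher by 1.69 (adjusted p = 0.0052 from the Benjamini-Hochberg adjustment), and 3 of CGC1 were higher and 3 lower. Across GH families in the readable genes, 2 of 4 GH32 genes rose and 2 fell in LNCM-inulin and 2 rose in LNCM-pectin, 3 of 9 GH3 genes rose and 4 fell in LNCM-inulin and 1 rose and 5 fell in LNCM-pectin, and 2 of 4 GH2 genes rose in LNCM-inulin and 1 in LNCM-pectin (2 and 2, 2, 3 and 4, 1 and 4, 2, and 1 adjusted over the list alone); in the edgeR quasi-likelihood test by library size only, 1 GH32 gene rose in LNCM-inulin (2 with TMM) and 3 GH2 genes in LNCM-pectin (1 with TMM), and 2 GH3 genes rose and 4 fell in LNCM-pectin, as with TMM. The EpsG gene SUBVAR_RS11475 of CGC1 had log2 fold changes of 0.14 and 0.07 and did not pass the test, and without replicate 1 of LNCM-glucose it fell by 0.32 in LNCM-inulin and fell by 0.39 in LNCM-pectin; of the genes counted as changed, SUBVAR_RS14390 of CGC5 in LNCM-inulin did not pass in the edgeR likelihood ratio test, in DESeq2, in the edgeR quasi-likelihood test by library size only, by the authors' p-values, with only the 2 groups compared, or without replicate 2 of LNCM-glucose or replicate 2 or 3 of LNCM-inulin, nor did SUBVAR_RS12520 of CGC5 with only the 2 groups compared or without replicate 2 or 3 of LNCM-glucose or of LNCM-inulin. Of the CGC1 genes counted in LNCM-pectin, SUBVAR_RS11455 did not pass with only the 2 groups compared or without replicate 1 or 3 of LNCM-pectin, SUBVAR_RS11465 with only the 2 groups compared, by library size only, after rescaling by TMM, with a block, or without replicate 2 or 3 of LNCM-glucose or any 1 replicate of LNCM-pectin, and SUBVAR_RS11450 with library weights.

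**Figure D2:**
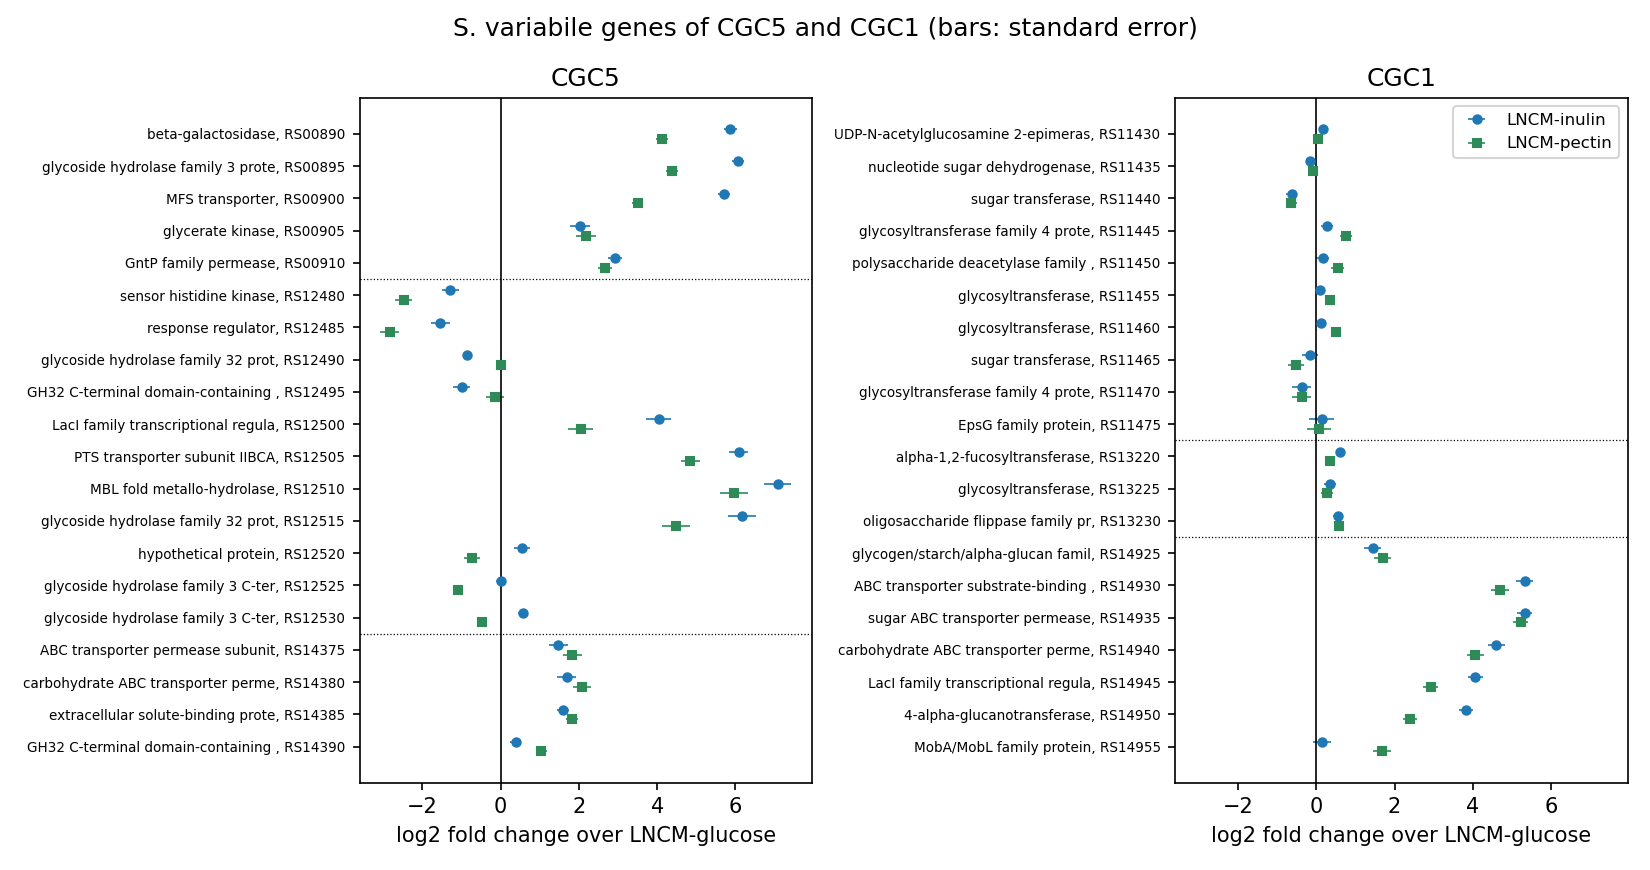
Log2 fold changes of the 20 genes of CGC5 (left) and the 20 of CGC1 (right) in *S. variabile*, in genomic order. Circles stand for LNCM-inulin and squares for LNCM-pectin, each against LNCM-glucose (n = 3 per medium), bars for the standard error, and dotted lines part genes on different scaffolds. The metallo-hydrolase SUBVAR_RS12510 lies farthest right at 7.07 in LNCM-inulin, and the response regulator SUBVAR_RS12485 farthest left at -2.83 in LNCM-pectin.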

*S. variabile* overexpressed CGC5, which consisted of GH3, GH32, GH2, LacI transcriptional factor, MFS, and phosphotransferase system (PTS) transporter genes, as well as CGC1, which consisted of GH77, LacI transcriptional factor, and ATP-binding cassette (ABC) transporter genes in both LNCM-inulin and LNCM-pectin. *R. intestinalis* overexpressed genes encoding ABC transporters and ABC transporter permease in both LNCM. Notably, this bacterial strain exhibited upregulated genes involved in GH13, GH32, GH36, LacI transcriptional factor, and ABC transporters in LNCM-inulin.

**Fig 5:**
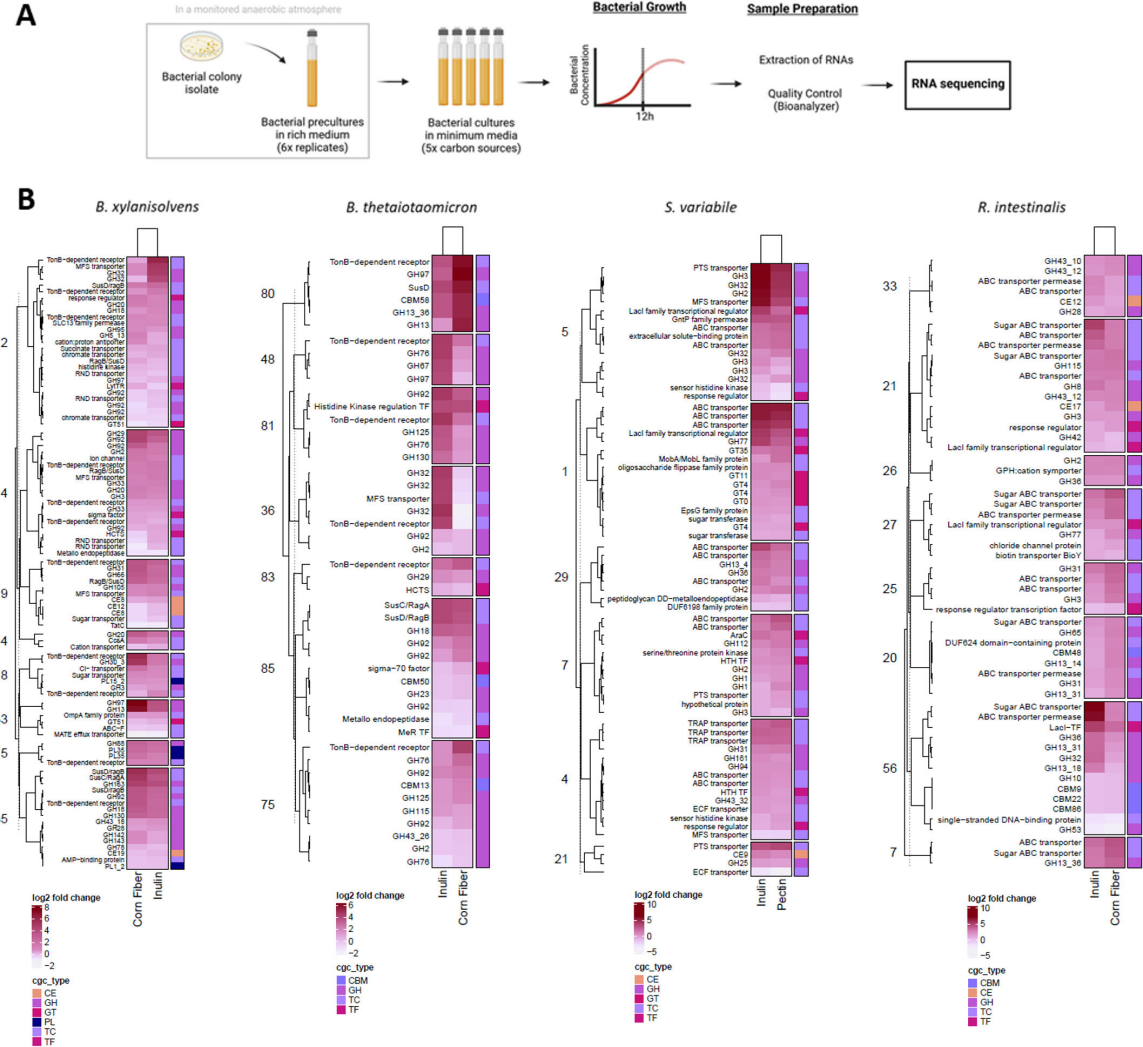
Transcriptomic profiles of four commensal bacteria in response to various carbon sources. (**A**) Schematic of the experimental strategy. The transcriptomic study was conducted on four commensal bacteria, belonging to two different bacterial phyla, including *Bacteroidetes* (*B. thetaiotaomicron* and *B. xylanisolvens*) and *Firmicutes* (*R. intestinalis* and *S. variabile*). These bacterial species were cultivated in five low nutrient culture media (LNCM), each supplemented or not with different carbon sources. Each condition was performed in three replicates. (**B**) Hierarchical clustering heatmaps of expression changes for the most overexpressed genes regrouped in CAZyme gene clusters (CGCs) that were combined across the LNCM-inulin and LNCM-corn fiber or LNCM-pectin. GH: glycoside hydrolases; GT: glycosyl transferase; PL: polysaccharide lyases; CE: carbohydrate esterases; CBM: carbohydrate-binding module; TC: transporters; TF: transcription factors.

## DISCUSSION

The functional capacities of gut microbes to ferment dietary carbohydrates into metabolites within a dynamic ecosystem can shape the abundance and activities of various bacterial taxa, ultimately conferring beneficial effects on the host (22). Nourishing the gut microbiota through prebiotics represents an important strategy to maintain and/or restore the bacterial community essential for gastrointestinal homeostasis (23). Thoroughly characterizing the capacities of commensal bacteria to metabolize dietary carbohydrates with prebiotic potential serves as an important basis for the rational development of nutritional and, more recently, clinical strategies (24). Various approaches have provided insights into the impact of prebiotics on the gut microbiome, shedding light on carbohydrate utilization mechanisms and physiological effects (25). In this study, a panel of 17 commensal bacteria offered a lower-resolution view of the complexity of the gut microbiota. Our aim was to elucidate these bacterial capacities to metabolize four dietary carbohydrates with prebiotic potential. We anticipate that our research will serve as a benchmark for investigating carbohydrate-based prebiotic candidates, extending beyond the conventional focus on *Bifidobacterium* and *Lactobacillus* species, to target a broader spectrum of commensal bacteria.

### Growth and fermentation profiles revealed various degrees of carbohydrate utilization

The carbohydrate metabolism of commensal bacteria was evaluated through growth and fermentation profiles. Bacterial taxa play a pivotal role in carbohydrate utilization. *Bacteroidetes* strains demonstrated versatile carbohydrate utilization, particularly in acetate and propionate production (Fig. 2), attributed to their extensive CAZyme repertoires (Table S1) (15, 25, 26). In contrast, *Actinobacteria, Firmicutes,* and *Verrucomicrobia* strains displayed diverse profiles (Fig. 1), suggesting specialization in a narrower range of complex dietary carbohydrates due to their limited CAZyme repertoires (Table S1) (27). As emphasized in a previous study, the growth of commensal bacteria is likely dependent on both the bacterial strains and the polymerization degree of dietary carbohydrates (28, 29). In our study, we opted to use consensus culture media, instead of employing optimized media for each strain. The objective was to identify the prebiotic potential of dietary substrates that enhance the growth of the bacterial strains under investigation. Thus, glucose served as the positive control for all strains, despite the fact that some strains, such as *B. adolescentis* and *B. catenulatum,* utilize glucose less than other substrates, such as lactose (30). Unfortunately, certain strains did not grow under any conditions (e.g., *B. pullicaecorum, F. prausnitzii, R. bromii,* and *A. muciniphila*), possibly indicating suboptimal conditions with the chosen culture medium.

### Bacterial responses to dietary carbohydrates were significant at the levels of metabolites

Beyond SCFA production, little is known about the myriad of metabolites generated by carbohydrate-utilizing bacteria, some of which may benefit the host (31). Characterizing these microbial molecules holds promise for clinical interventions and nutritional strategies (32). Using untargeted HR LC-MS, we identified metabolic signatures that effectively discriminated between *Firmicutes* and *Bacteroidetes* strains. Despite their close phylogenetic proximity in some instances, sPLS-DA analysis revealed distinct metabolomes for each bacterium, reflecting their adaptive responses to carbon source utilization (Fig. 3 and 4) (33). Likely, in line with their CAZyme repertoires, *Bacteroidetes* strains exhibited more active metabolisms, with certain analytes having potential health implications. For example, the production of succinate by *Bacteroidetes* strains is intriguing for host homeostasis and inflammation regulation (34), while the production of GABA, an inhibitory neurotransmitter, could impact anxiety and depression disorders in mammals (35). In contrast, *Firmicutes* strains showed increased metabolite production in the presence of glucose and dietary carbohydrates, such as lactic acid (36). Interestingly, nicotinic acid production by *S. variabile* and *E. rectale,* irrespective of the culture condition, suggested a potential link to host nicotinamide adenine dinucleotide biosynthesis and a contribution to a symbiotic relationship in the gut microbiota (37). Some metabolites were common to selected *Firmicutes* and *Bacteroidetes*, such as dehydroascorbic acid/*cis*-aconitic acid and ᴅ-ribose 5-phosphate, but annotating metabolites remains challenging (33). Identifying unknown microbiota-derived metabolites and understanding their effects on human health remain significant research challenges (33). Exploring these metabolic signatures could yield biomarkers characterizing the impact of prebiotic dietary carbohydrates.

### Bacterial transcriptomes revealed the genetic traits involved in carbohydrate utilization

Bacterial transcriptomes provide valuable insights into the metabolic functions involved in utilizing diverse carbon sources. All four commensal bacterial strains activated genes related to central metabolic pathways. Notably, there were differential expressions of metabolic processes related to organic acids in all supplemented LNCM, indicating their essential role in bacterial activities. These organic acids, closely tied to carbohydrate metabolism, serve as carbon and energy sources, deriving from carbohydrate breakdown or other organic compounds. They contribute to ATP generation and the production of essential metabolites through respiration or fermentation. Moreover, the two *Firmicutes* strains exhibited differential gene expression involved in the metabolic processes related to B vitamins, including thiamine and cobalamin. Investigating the interplay between vitamin metabolism and fermentation activities could unveil novel mechanisms of action for carbohydrate-based prebiotics. The transcriptome profiles revealed distinct clusters of differentially expressed genes (Fig. 5). *Bacteroidetes* strains activated enzymes such as CAZymes, susC-susD like transporters and transcriptional factors, resembling the archetypal structure of carbohydrate utilization machinery (7, 16). In contrast, *Firmicutes* strains prominently expressed genes encoding LacI transcriptional factors, CAZymes, and like ABC, PTS, and MFS, which suggests structural elements of Gram-positive PUL are present (7, 38). The impacts of different carbon sources were discerned at the molecular scale for each bacterial strain. For instance, *Bacteroidetes* strains commonly activated CGCs encoding the most representative GH13, GH92 mannosidase, and GH97 glucoamylase in response to LNCM-corn fiber, indicating the selective degradation of this specific carbon source (26). Similarly, CGCs containing GH32 were differentially expressed in all commensal bacteria in response to LNCM-inulin, underscoring the specificity of this enzyme in breaking down glycosidic bonds in inulin-type fructans (29). To date, few studies have characterized the transcriptional activity of PUL-containing GH32 enzymes in LNCM-inulin, highlighting the selective utilization of inulin by commensal bacteria. Our study provides molecular evidence of coordinated nutrient acquisition strategies in both *Bacteroidetes* and *Firmicutes* strains.

### Conclusion

In this study, not all carbohydrate substrates had an equal capacity to stimulate bacterial growth and fermentation activities. The observed variations in metabolic responses seemed to be shaped by the genetic characteristics of the commensal bacteria, with the phylogenetic affiliation of key intestinal microorganisms playing a pivotal role. In particular, *Bacteroidetes* strains demonstrated a broad capacity for carbohydrate degradation, in contrast to *Firmicutes* strains, which exhibited a more limited ability to utilize specific carbon sources. Comprehensive insights into bacterial responses were gained through metabolomic and transcriptomic analyses, revealing the underlying molecular mechanisms of carbohydrate metabolism at the strain level. While *in vitro* monoculture experiments offer valuable insights into prebiotic potential, their translation to *in vivo* effects may be influenced by various factors that impact how prebiotics induce beneficial changes within the gut microbiome. Dietary interventions can represent a strategy to modulate the abundance and activity of beneficial bacteria in the gut (39). Nevertheless, understanding carbohydrate utilization capacities through a reductionist approach represents an initial step in the development of clinical interventions and nutritional strategies. The knowledge derived from our study establishes a foundation for potential applications aimed at enhancing gut health and overall well-being.

## MATERIALS AND METHODS

### Dietary carbohydrates

This study included four dietary carbohydrates provided by General Mills. Agave-derived powdered long-chain inulin consisted of fructose polymers (>90% dry weight) with minor amounts of fructose (<12% dry weight), glucose, and sucrose. Corn fiber consisted of a mixture of glucose polymers and insoluble non-digestible carbohydrates (>85% dry weight) derived from partially hydrolyzed starch-made glucose syrup with a minor monosaccharide content (<15% dry weight). Polydextrose consisted of synthetic highly branched and randomly bonded polymers of glucose (>90% dry weight) with minor amounts of bound sorbitol and citric acid (<2% dry weight). Sourced from by-products of the juice and citrus-oil processing industries, citrus peel-derived pectin corresponds to low-ester pectin standardized with sugars.

### Bacterial strains, genome information, and inoculum cultures

Bacterial strains were procured from the *Deutsche Sammlung von Mikrooganismen und Zellkulturen* and the *American Type Culture Collection* (Table S1). Genomic data, either draft or complete, were retrieved from the National Center for Biotechnology Information database (https://www.ncbi.nlm.nih.gov) and subjected to quality assessment using QUAST and PROKKA (40, 41). The selection of high-quality genomes met the following criteria: (1) only one genome per strain was selected; (2) among multiple genomes for the same strain, the genome with a minimal number of contigs was selected; (3) if more than one genome with the maximum number of contigs exists, the genome with the maximal number of coding DNA sequences was selected. Bacteria were isolated on supplemented BHI agar at 37°C within an anaerobic chamber containing 90% N_2_, 5% CO_2_, and 5% H_2_ atmosphere (Coy Lab Products, USA) (Text S1). The identity of each isolate was systematically verified by 16S rRNA sequencing conducted using Eurofins. Colony PCRs were performed using a T100 Thermal Cycler (Biorad, Singapore) following the manufacturer’s instructions with DreamTaq polymerase (Thermo Scientific, Lithuania), reverse primer [5′-ACGGCTACCTTGTTACGACTT-3′], and forward primer [5′-AGAGTTTGATCCTGGCTCAG-3′]. A single colony was cultured at 37°C for 24 h in supplemented BHI broth before being used as an inoculum culture diluted to an OD_600_ of 1 (Ultrapec 10 Cell Density Meter, Biochrom Ltd., UK). The counts of colony-forming units (CFU) were estimated to be in the range of 1 × 10^7^ to 1 × 10^8^ CFU/mL.

### Culture conditions

An LNCM was adapted from the YCFA medium (Text S1) (42). LNCM was supplemented with agave inulin, corn fiber, or polydextrose at 0.5% (w/v) or citrus pectin at 0.1% (w/v) given the high viscosity of the pectin solution at 0.5%. Carbon substrates were sterilized using 0.22-µm filtration. LNCM supplemented with glucose (at 0.5 or 0.1%) and with no additional carbohydrates were included as controls. The reconstituted culture media were allowed to equilibrate for at least 48 h in the anaerobic chamber before being inoculated with 2% of the inoculum culture. We admit that nutrient carryover from pre-inoculations in rich media had only a marginal effect. Internal controls, devoid of biological material, were included. Metabolomic and transcriptomic experiments were conducted in Hungate tubes using single batches of LNCM adjusted to pH 6.8 and supplemented with or without carbon sources, with a 20% reduction in the amounts of non-defined protein sources, such as Bacto yeast extract and Bacto tryptone.

### OD_600nm_ and pH measurements

Cultures were performed in duplicate in 2-mL 96-well plates, which were securely sealed with a sterile membrane (Thermo Scientific, USA) to prevent evaporation. Cultures were maintained under anaerobic conditions for 24 h at 37°C. Following homogenization of the samples, portions of each monoculture were transferred to 96-well plates (Corning, USA). OD at 600 nm was measured both before (at time 0 T0) and after (at time 24 – T24) bacterial growth using each non-inoculated LNCM as blanks (Tecan Infinite 200 Pro Plate Reader, Austria). Additionally, pH values were recorded before and after bacterial growth using a pH-meter 1140 (Mettler Toledo, Switzerland). To assess bacterial growth and the extent of carbohydrate utilization, we calculated OD and pH variations between T0 and T24 for each bacterial culture, where T0 is the value obtained just after the inoculation of the bacteria. All measurements were recorded as four biologically independent replicates. Data are reported as median ± SD and analyzed using R Studio v.4.0.0 (43). For each bacterial strain, non-parametric Wilcoxon tests revealed pairwise differences between each carbon source and the non-supplemented medium after 24 h culture. The mean values annotated with * are significantly different (*P* ≤ 0.0625) compared to the mean values in the absence of any carbohydrate supplementation.

### SCFA analysis

The heatmap was generated using the *heatmap.2* function from *gplots* v3.1.3. Plots were generated using *ggplot2* v3.4.1 (44). SCFA content was determined using gas chromatography (GC) equipped with flame ionization detection using the Agilent 7890 GC System (Text S1). All data were reported as medians ± SD in LNCM and analyzed using R Studio v.4.0.0 (43). For SCFA analysis, hierarchical clustering was performed using the *dendextend* v1.17.1 package. The clustering utilized the *hclust* function with the “ward.D2” agglomeration method and the *dist* function with the “Euclidean” method (45). The hierarchical categories were described using the *FactoMineR* v2.8 package (46). To visualize the results, a heatmap was generated with the *heatmap.2* functions from the *gplots* v3.1.3 package. Plots were created using *ggplot2* v3.4.1 (43).

### Metabolomics

After 24 h of incubation, samples were centrifuged at 12,000 g for 15 min at 4°C, and supernatants were immediately stored frozen at −80°C until metabolomic analyses were performed using HR LC-MS (Text S1). Data matrices were analyzed using R Studio v.4.0.0 (43). Classification of metabolomic data were carried out using sPLS-DA, implemented in *mixOmics* v6.22.0 (Text S1) (47). To identify significant features that distinguished between bacterial strains for a given carbon source, Wilcoxon tests were performed by comparing non-inoculated LNCM versus inoculated LNCM. Differentially abundant annotated metabolites were plotted on a heatmap after log2-transformation using *pheatmap* v1.0.12 (48).

### Transcriptomic sequencing and analysis

Bacterial cultures were harvested at the end of the exponential growth phase, approximately 12 h after inoculation. Samples were centrifuged at 12,000× *g* for 15 min at 4°C, and pellets were immediately frozen at −80°C until transcriptomic sequencing was performed using Illumina NextSeq500 (Text S1). Following transcriptomic data acquisition and bioinformatic analyses (Text S1), differential analyses were conducted using *edgeR* v3.38.4 (49). Lists of differentially expressed genes were generated through likelihood ratio tests comparing LNCM-inulin and LNCM-corn fiber or LNCM-pectin, which relate to the utilization of complex carbohydrates, versus the baseline LNCM-glucose. False discovery rate control was applied using the Benjamini–Hochberg correction with a threshold of 0.05 (50). To explore the relationships between genes and biological functions, GO annotations encompassing biological processes were employed using *ViSEAGO* v1.10 (51). Functional enrichment analysis identified overrepresented GO terms among differentially expressed genes at a significant level of 0.1 using the “classic” algorithm with “fisher” test. A minimal number of genes annotated to a GO term was settled at five using “genes_nodeSize.” For each LNCM, the mean of gene counts for the three replicates were considered. 

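In *S. variabile*, 150 genes in LNCM-inulin and 198 in LNCM-pectin rose to a log2 fold change above 2 with an adjusted p under 0.05 from limma. Among the CGC5 genes just at that size, the glycerate kinase gene SUBVAR_RS00905 had a log2 fold change of 2.03 (standard error 0.25) in LNCM-inulin, and the permease gene SUBVAR_RS14380 had 1.69 and 2.08. The GntP family permease gene SUBVAR_RS00910, of a family that imports gluconate, had 2.93 and 2.65. *R. intestinalis* had 124 such genes in LNCM-inulin and 132 in LNCM-corn fiber. Above a log2 fold change of 5, *B. thetaiotaomicron* had 30 genes in LNCM-inulin and 15 in LNCM-corn fiber, and *B. xylanisolvens* had 2 and 8. The 2 in LNCM-inulin rest on fold changes that include replicate 3, a library of 256985 reads. Across genes, the fold changes of *B. xylanisolvens* in LNCM-inulin correlated by 0.820 with those the authors deposited, against 0.999 in LNCM-corn fiber.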

CGCs were filtered to select at least one gene whose log2 fold change is greater than five for *Bacteroides* and greater than two for *Firmicutes*. Hierarchical classification was then performed for each LNCM using the agglomeration method “ward.D2” and the “Euclidean” method for distance calculation, as implemented in the *complexheatmap* v2.14.0 package.

## Data Availability

All summary data analyzed in this study is included in supplementary files, and the data sets of OD, pH, and SCFA in this study are available from the corresponding author upon reasonable request. The RNA-seq data set used in this study can be found in NCBI, GSE237111.

## SUPPLEMENTAL MATERIAL

File S1 msystems.01401-23-s0001.xlsx List of annotated metabolites that exhibit differences between the medium inoculated with each bacterial species and the corresponding non-incubated medium.

Text S1 msystems.01401-23-s0002.docx Supplemental methods.

File S2 msystems.01401-23-s0003.xlsx List of analytes differing between media inoculated with each bacterial species and the corresponding non-incubated media.

File S3 msystems.01401-23-s0004.xlsx List of genes modulated in the presence of complex carbohydrates.

Fig. S1 msystems.01401-23-s0005.pdf Production of short-chain fatty acids (SCFA) after 24h-culture of commensal bacteria.

Fig. S2 msystems.01401-23-s0006.pdf Global metabolomic profiles of six commensal bacteria.

Fig. S3 msystems.01401-23-s0007.pdf Heatmaps of differentially abundant metabolites, annotated with public databases.

Fig. S4 msystems.01401-23-s0008.pdf Examples of biological functions expressed in 4 commensal bacteria.

Table S1 msystems.01401-23-s0009.pdf Features of 17 selected commensal bacteria and genomic information.

Table S2 msystems.01401-23-s0010.pdf Statistical description of the four fermentation clusters.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: In-depth characterization of a selection of gut commensal bacteria reveals their functional capacities to metabolize dietary carbohydrates with prebiotic potential
**Source:** mSystems. 2024 Mar 5;9(4):e01401-23. doi: 10.1128/msystems.01401-23
**Supplement:** Text S1 — Supplemental methods.

**Supplemental Methods**

*Culture media*

A low nutrient culture medium (LNCM) was adapted from YCFA medium [1] as follows per 100 mL: 1.0 g Bacto^TM^ Tryptone (BD), 0. 25 g Bacto^TM^ Yeast Extract (BD), 0.4 g NaHCO3 (Prolabo), 0.045 g K2HPO4 (Prolabo), 0.045 g KH2PO4 (Merck), 0.09 g NaCl (Merck), 0.009 g MgSO4.7H2O (Prolabo), 0.009 g CaCl2.2H2O (Fluka), 0.1 mg resazurin (Sigma-Aldrich), 0.001 g hemin (Sigma-Aldrich) and 0.1 g cysteine (Sigma-Aldrich). The LNCM was supplemented with a filter-sterilised solution of vitamins (1 μg biotin, 1 μg cobalamin, 3 μg p-aminobenzoic acid, 5 μg folic acid, 15 μg pyridoxamine, 5 μg thiamine and 5 μg riboflavin), all purchased from Sigma-Aldrich. For the experiments carried out with *A. muciniphila*, the LNCM was enriched in 1% bovine mucin (Sigma-Aldrich). BHI medium was supplemented with 10 mg/L hemin, 5 mg/mL vitamin K1, 0.5% L-cysteine, 1% cellobiose and 1% maltose, all purchased from Sigma-Aldrich (France).

*SCFA analysis*

Chromatographic separation was achieved using a Fused Silica capillary column (15 m x 0.53 mm x 0.5 µm, film thickness) from Supelco (Sigma-Aldrich, France). Bacterial samples were centrifuged at 12,000 *g* for 15 min at 4°C, acidified overnight with 1:11 (v/v) 0.85 M phosphotungstic acid (Sigma-Aldrich, France) and 0.3 µL were injected in splitless mode (splitless time 3 min). The constant flow rate of H_2_ carrier gas was 10 mL/min and the inlet, column and FID detector temperatures were 200, 100 and 240°C, respectively. The oven was initially set at 100°C for 10 min, programmed at a rate of 20°C/min at 180 C and maintained for 2 min. Calibration curves were obtained for each SCFA using a standard mixture at a final concentration of 4 mM. The supernatants and calibration SCFA standard were spiked with 1:5 (v/v) internal standard solution of 2-ethyl butyric acid at a 20 mM final concentration in the samples. Phosphotungstic acid, 2ethyl butyric acid and volatile free acid mix were purchased from Sigma-Aldrich (France). All samples were analysed in duplicates, without any previous SCFA derivatisation. Data were integrated using OpenLab Chem station software (Agilent). The ratio between each SCFA peak area and the internal standard peak areas was plotted against standard concentrations to calculate the quantities for each analyte.

*Metabolite identification and annotation*

Liquid chromatography coupled to high-resolution mass spectrometry (LC-MS) analyses were performed using a U3000 liquid chromatography system coupled to an Exactive mass spectrometer (Thermo Fisher Scientific, France) fitted with an electrospray source operated in the positive and negative ion modes. Chromatographic separation was performed on a hypersil GOLD C18 1.9 μm, 2.1 mm × 150 mm column (C18) at 30°C (Thermo Fisher Scientific, France) and on a Sequant ZICpHILIC 5 µm, 2.1 mm x 150 mm column (HILIC) at 15°C (Merck, Germany). The combinaison of these systems allowed the cataloguing of as many classes of small chemical compounds as possible (hydrophobic, hydrophilic, negatively charged, and positively charged). Chromatographic systems were equipped with an on-line prefilter (Thermo Fisher Scientific, France). The experimental settings for each LC/MS condition are described in Boudah et al., 2014 [2]. Metabolite extraction was performed twice (for HILIC and C18 analyses) from 50 µL of supernatants after precipitation of proteins assisted by methanol, as previously described in Boudah et al., 2014 [2]. Raw data were manually inspected using Xcalibur version 2.1 (Thermo Fisher Scientific, France). Automatic peak detection and integration were performed using XCMS software [3]. XCMS features were filtered according to: *(i)* the correlation between the dilution factors of the QC samples and the areas of the chromatographic peaks (correlation coefficients greater than 0.7 to account for metabolites occurring at low concentrations and which are no longer detected in the most diluted samples), *(ii)* the repeatability (coefficients of variation obtained for the chromatographic peak areas of the QC samples should be less than 30 %) and *(iii)* the ratio of the chromatographic peak areas of the biological to blank samples above a value of 3. Optionally, if necessary, the chromatographic peak areas of each variable present in the XCMS peak lists were normalized using the LOESS algorithm in order to remove analytical drift induced by clogging of the ESI source observed in the course of analytical runs. Features were annotated by matching their m/z ± 10 ppm (quantity formed by dividing the ratio of the mass of an ion to the unified atomic mass unit, by its charge number) and retention time with referent molecules contained in intern [2] and public (KEGG, METLIN and HMDB) databases [4-6].

*Transcriptomic analyses*

Total RNA were isolated using RNeasy Mini Kit (Qiagen). Quality was verified on Agilent Bioanalyzer 2100 using RNA 6000 Pico Kit (Agilent Technologies). Directional RNA-Seq Libraries were constructed using the TruSeq Stranded Total RNA Library Prep Kit with bacteria Ribo-Zero reagents (Illumina). Libraries quality was assessed on Agilent Bioanalyzer 2100 using Agilent High Sensitivity DNA Kit (Agilent Technologies). Libraries were pooled in equimolar proportions and sequenced on a single read 75 pb run. Demultiplexing was performed with bcl2fastq2 v2.18.12. Adapters were trimmed with Cutadapt v1.15. Reads (> 10 pb) were mapped on high-quality genomes (Table 1) and counted using subread featureCounts v1.5.2. Gene annotations were obtained from the NCBI database of bacterial genomes and completed with automated CAZyme-encoding genes using dbCAN2 v9 annotation tool (http://cys.bios.niu.edu/dbCAN2) combining HMMER search against the dbCAN hidden Markov model (HMM) database and DIAMOND search against the CAZy database [7]. Results were filtered to exclude all matches with an e-value threshold of 1e-102 and an alignment coverage threshold of 0.35. Samples with low depth sequencing (less than 10^7^ total read counts) were removed. 

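Of the 36 libraries, 3 held fewer than 10000000 reads in genes: replicate 3 of *B. xylanisolvens* in LNCM-inulin with 256985, replicate 1 of *R. intestinalis* in LNCM-glucose with 6693509 and replicate 2 of *R. intestinalis* in LNCM-corn fiber with 6950461. The latter 2 are the libraries of *R. intestinalis* that the header of File S3 does not list. In the *B. xylanisolvens* library, 485 of 3171 genes had 0 reads and the median gene had 13 reads, against 697 and 1245 reads in replicates 1 and 2. A few genes took a larger part of the reads on the complex carbohydrates in *R. intestinalis*: the 10 most abundant genes held 16.0% to 19.2% of the reads in LNCM-glucose, 32.4% to 45.6% in LNCM-inulin and 42.7% to 47.3% in LNCM-corn fiber.

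**Figure D3:**
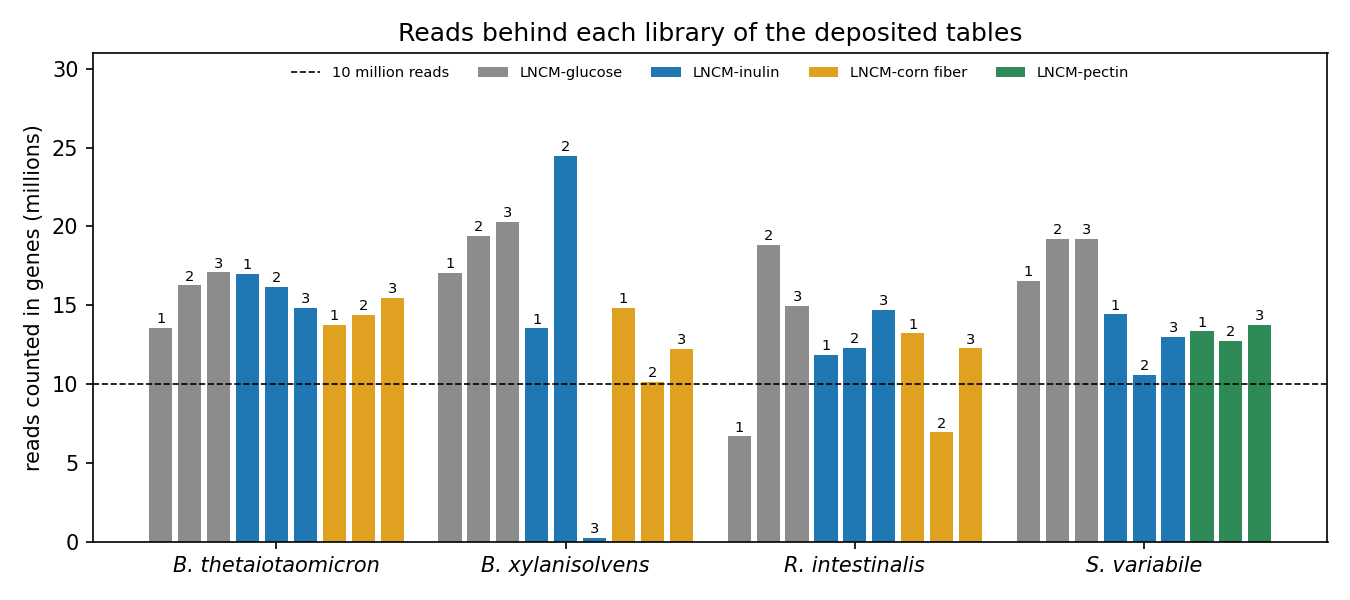
Reads counted in genes, in M reads, for each of the 36 libraries, coloured by medium; the number over a bar is the replicate and the dashed line marks 10 M reads. Replicate 3 of *B. xylanisolvens* in LNCM-inulin is the lowest bar, at 0.257 M.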

Low count genes across all libraries were filtered based on count per million greater than 1 in at least 2 or 3 samples corresponding to the minimum number of biological replicates. 

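The deposited tables list 4373 genes for *B. thetaiotaomicron*, 3171 for *B. xylanisolvens*, 3416 for *R. intestinalis* and 2884 for *S. variabile*. In each species this is fewer than the coding sequences that Table S1 lists. For *R. intestinalis* it is also fewer than the 3475 genes of File S3. Genes outside the deposited tables were not tested. At more than 1 CPM in at least as many libraries as the smallest group holds, 60 genes of *B. thetaiotaomicron*, 20 of *B. xylanisolvens*, 5 of *R. intestinalis* and 35 of *S. variabile* were left out of the tests.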

Normalisation was performed based on the depth of libraries and the distribution of reads per sample, as discussed in Dillies et al. [8]. Trimmed mean of M values (TMM) normalisation was performed using the ‘calcNormFactors’ function from edgeR package v3.38.2 [9]. To explore the relationships between genes and biological functions, gene ontology (GO) annotations encompassing biological process were employed using *ViSEAGO* v1.10. Functional enrichment analysis identified over-represented GO terms among differentially expressed genes at a significant level of 0.1 using the ‘classic’ algorithm with ‘fisher’ test. A minimal number of genes annotated to a GO term was settled at 5 using ‘genes_nodeSize’ (See the Table below).

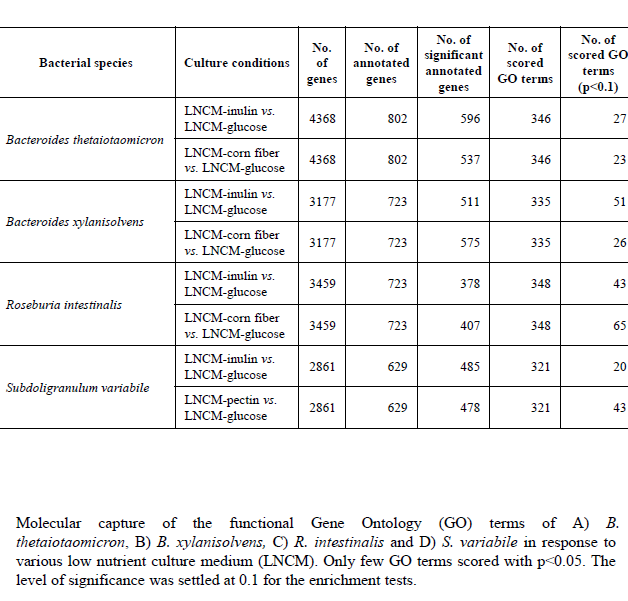

*References*

1. Duncan, S.H., et al., *The role of pH in determining the species composition of the human colonic microbiota.* Environ Microbiol, 2009. **11**(8): p. 2112-22.

2. Boudah, S., et al., *Annotation of the human serum metabolome by coupling three liquid chromatography methods to high-resolution mass spectrometry.* J Chromatogr B Analyt Technol Biomed Life Sci, 2014. **966**: p. 34-47.

3. Giacomoni, F., et al., *Workflow4Metabolomics: a collaborative research infrastructure for computational metabolomics.* Bioinformatics, 2015. **31**(9): p. 1493-5.

4. Kanehisa, M. and S. Goto, *KEGG: Kyoto Encyclopedia of Genes and Genomes.* Nucleic Acids Research, 2000. **28**(1): p. 27-30.

5. Smith, C.A., et al., *METLIN: a metabolite mass spectral database.* Ther Drug Monit, 2005. **27**(6): p. 747-51.

6. Wishart, D.S., et al., *HMDB: the Human Metabolome Database.* Nucleic Acids Res, 2007. **35**(Database issue): p. D521-6.

7. Dillies, M.A., et al., *A comprehensive evaluation of normalization methods for Illumina high-throughput RNA sequencing data analysis.* Brief Bioinform, 2013. **14**(6): p. 671-83.

8. Robinson, M.D., D.J. McCarthy, and G.K. Smyth, *edgeR: a Bioconductor package for differential expression analysis of digital gene expression data.* Bioinformatics, 2010. **26**(1): p. 139-40.

9. Zhang, H., et al., *dbCAN2: a meta server for automated carbohydrate-active enzyme annotation.* Nucleic Acids Res, 2018. **46**(W1): p. W95-w101.

# Supplementary material for: In-depth characterization of a selection of gut commensal bacteria reveals their functional capacities to metabolize dietary carbohydrates with prebiotic potential
**Source:** mSystems. 2024 Mar 5;9(4):e01401-23. doi: 10.1128/msystems.01401-23
**Supplement:** Fig. S1 — Production of short-chain fatty acids (SCFA) after 24h-culture of commensal bacteria.

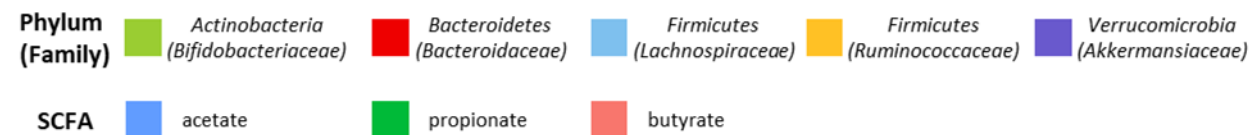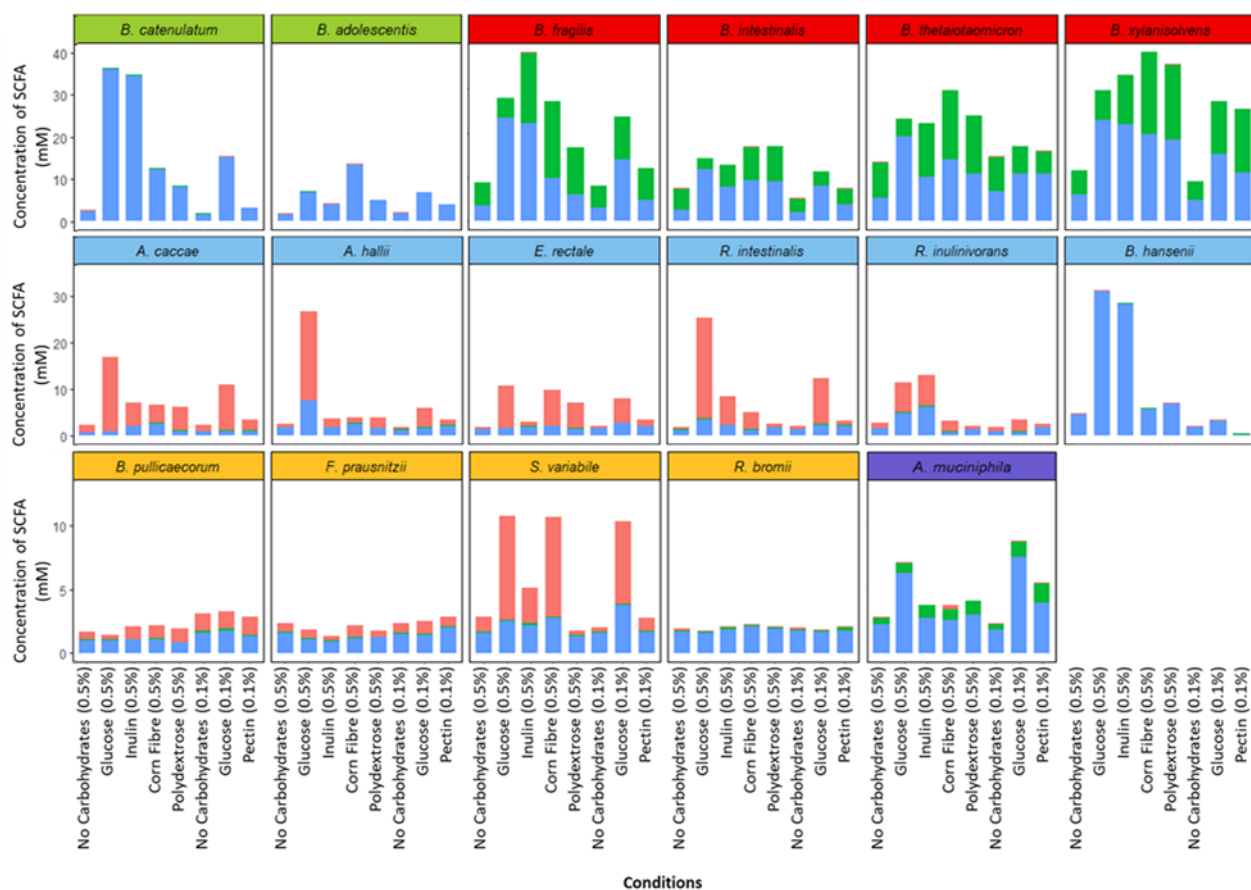

Figure S1: Production of short-chain fatty acids (SCFA) after 24h-culture of commensal bacteria with different carbon sources, including glucose, agave inulin, corn fiber, polydextrose, and citrus pectin. The SCFA concentrations are expressed in mM. The bar plots represent the overall mean of acetate, propionate and butyrate concentrations.

# Supplementary material for: In-depth characterization of a selection of gut commensal bacteria reveals their functional capacities to metabolize dietary carbohydrates with prebiotic potential
**Source:** mSystems. 2024 Mar 5;9(4):e01401-23. doi: 10.1128/msystems.01401-23
**Supplement:** Fig. S2 — Global metabolomic profiles of six commensal bacteria.

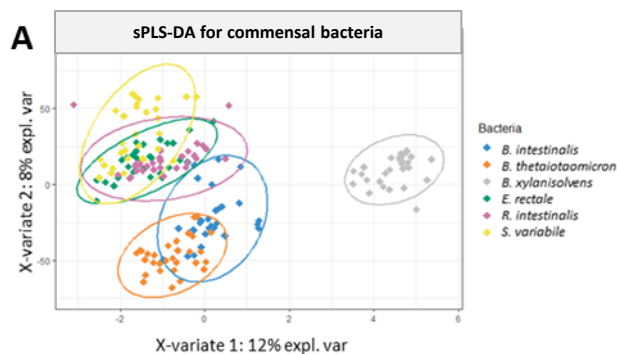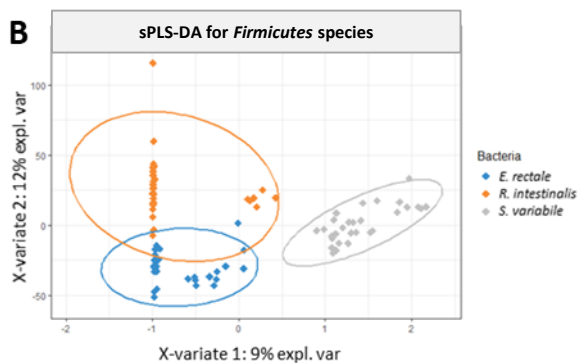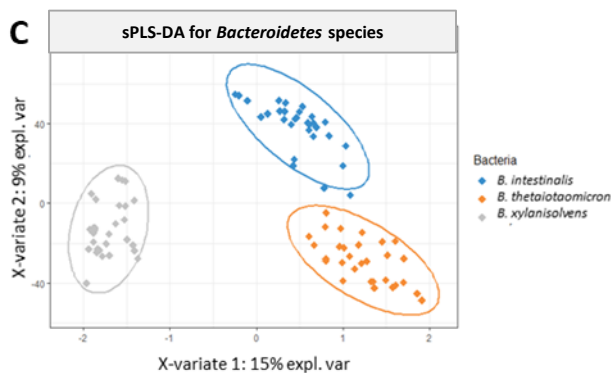

Figure S2: Global metabolomic profiles of six commensal bacteria compared within all bacteria (A), within *Firmicutes* phylum (B), and within *Bacteroidetes* phylum (C). Each condition was performed in six replicates, in addition to five replicates of the initial non-inoculated low nutrient culture media. Scatter plots of the first two sPLS-DA components were obtained. All ellipses were drawn assuming a multivariate t-distribution with a confidence level of 0.95.

# Supplementary material for: In-depth characterization of a selection of gut commensal bacteria reveals their functional capacities to metabolize dietary carbohydrates with prebiotic potential
**Source:** mSystems. 2024 Mar 5;9(4):e01401-23. doi: 10.1128/msystems.01401-23
**Supplement:** Table S1 — Features of 17 selected commensal bacteria and genomic information.

Phylum (Family)	Bacterial Species	International Collection	Strain Designation	RefSeq Assembly Accession	Assembly Level	Total Length (kb)	CDS	No. CAZy	Clinical Observations
<i>Actinobacteria</i><br>(<i>Bifidobacteriaceae</i>)	<i>Bifidobacterium adolescentis</i>	DSM 20083T	E194an (variant a)	GCF_000010425.1	complete	2.1	1676	71	Prevalent in the large intestine of healthy individuals (King et al. 2019)<br>Protective effect on the integrity of the intestinal barrier (Qi et al. 2023)<br>Abundance modified in IBS (Jeffery et al. 2011), CD (Gevers et al. 2014), and MetS (Haro et al. 2016)
	<i>Bifidobacterium catenulatum</i>	DSM 16992T	B669	GCF_000173455.1	contig	2.1	1677	74	Protective effect in allergic diseases and asthma (Ismail et al. 2016, Mahdavinia et al. 2023)<br>Abundance modified in IBS (Kerckhoffs et al. 2009)
<i>Bacteroidetes</i><br>(<i>Bacteroidaceae</i>)	<i>Bacteroides fragilis</i>	DSM 2151T	EN-2	GCF_000025985.1	complete	5.2	4544	239	Prevalent in the large intestine of healthy individuals (King et al. 2019)<br>Abundance modified in CRC (Wang et al. 2012)<br>Primary polysaccharides degrader (Zafar and Saier 2021)
	<i>Bacteroides intestinalis</i>	DSM 17393T	341	GCF_000172175.1	contig	6.1	4655	407	Primary polysaccharides degrader (Pereira et al. 2021)
	<i>Bacteroides thetaiotaomicron</i>	DSM 2079T	E50 (VPI-5482)	GCF_000011065.1	complete	6.3	4794	382	Prevalent in the large intestine of healthy individuals (King et al. 2019)<br>Abundance modified in MetS (Haro et al. 2016)<br>Primary polysaccharides degrader (Zafar and Saier 2021)
	<i>Bacteroides xylanisolvens</i>	DSM 18836T	XB1A	GCF_000273315.1	scaffold	6.1	4621	352	Prevalent in the large intestine of healthy individuals (King et al. 2019)<br>Primary polysaccharides degrader (Zafar and Saier 2021)<br>Strain identified as next generation probiotic (Brodmann et al. 2017)
<i>Firmicutes</i><br>(<i>Lachnospiraceae</i>)	<i>Eubacterium rectale</i><br>Syn. <i>Agathobacter rectalis</i>	ATCC 33656T	VPI-0990	GCF_000020605.1	complete	3.4	3288	83	Prevalent in the large intestine of healthy individuals (Almeida et al. 2019, King et al. 2019)<br>Potential beneficial bacteria (Mukherjee et al. 2020)<br>Abundance modified in MetS (Haro et al. 2016, Qin et al. 2012, Jamar et al. 2018), IBS (Rajilić–Stojanović et al. 2011), and CD (Gevers et al. 2014)
	<i>Anaerobutyricum hallii</i><br>Syn. <i>Eubacterium hallii</i>	DSM 17630	L2-7	GCF_900209925.1_EH1	complete	3.7	3076	35	Potential beneficial bacteria (Mukherjee et al. 2020)<br>Abundance modified in IBS (Jeffery et al. 2011)
	<i>Anaerostipes caccae</i>	DSM 14662T	L1-92	GCF_000154305.1	scaffold	3.6	3317	36	Protective effect in food allergy (Feehley et al. 2019)<br>Abundance modified in CRC (Montalban-Arques et al. 2021)
	<i>Blautia hansenii</i>	DSM 20583T	VPI-C7-24	GCF_002222595.2	complete	3.1	2974	55	Abundance modified in IBS (Rajilić–Stojanović et al. 2011), and CD (Gevers et al. 2014)<br>Potential beneficial bacteria (Liu et al. 2021)
	<i>Roseburia intestinalis</i>	DSM 14610T	L1-82	GCF_000156535.1	scaffold	4.4	4267	173	Prevalent in the large intestine of healthy individuals (King et al. 2019)<br>Abundance modified in CRC (Montalban-Arques et al. 2021), MetS (Qin et al. 2012), and CD (Gevers et al. 2014)<br><i>Firmicutes</i> polysaccharides degraders (Tamanai-Shacoori et al. 2017)
	<i>Roseburia inulinivorans</i>	DSM 16841T	A2-194	GCF_000174195.1	contig	4.0	3926	58	Potential beneficial bacteria (Tamanai-Shacoori et al. 2017)<br>Abundance modified in MetS (Qin et al., 2012)
<i>Firmicutes</i><br>(<i>Ruminococcaceae</i>)	<i>Butyricicoccus pullicaecorum</i>	DSM 23266T	25-3	GCF_900167005.1	scaffold	3.3	3103	34	Protective effect in inflammation (Eeckhaut et al. 2013), and CRC (Chang et al. 2020)
	<i>Faecalibacterium prausnitzii</i>	DSM 17677	A2-165	GCF_002734145.1	complete	3.1	2956	60	Prevalent in the large intestine of healthy individuals (King et al. 2019)<br>Abundance modified in CRC (Montalban-Arques et al. 2021), CD (Gevers et al. 2014), and MetS (Haro et al. 2016)<br>Anti-inflammatory properties (Touch et al. 2022)
	<i>Ruminococcus bromii</i>	ATCC 27255	VPI 6883	GCF_002834225.1	contig	2.1	1998	38	Prevalent in the large intestine of healthy individuals (King et al. 2019, Almeida et al. 2019)<br>Abundance modified in food allergy (Bao et al. 2021)
	<i>Subdoligranulum variabile</i>	DSM 15176T	BI 114	GCF_000157955.1	scaffold	3.2	3040	49	Protective effect in food allergy (Abdel-Gadir et al. 2019)
<i>Verrucomicrobia</i><br>(<i>Akkermansiaceae</i>)	<i>Akkermansia muciniphila</i>	ATCC BAA-835T	Muc	GCF_000020225.1	complete	2.7	2257	107	Prevalent in the large intestine of healthy individuals (King et al. 2019)<br>Abundance modified in MetS (Jamar et al. 2018, Cani et al. 2022)

Table S1: Features of 17 selected commensal bacteria and genomic information. All strains are human isolates except *Butyricoccus pullicaecorum*. T stands for “Type” bacterial strain. Draft or complete genomic data [RefSeq Assembly Accession, Assembly level, Total Length, number of coding sequences (CDS)] were obtained for each selected bacteria from the National Center for Biotechnology Information (NCBI) database (<https://www.ncbi.nlm.nih.gov>). The prediction of CAZymes of a genome was performed using the dbCAN2 v9 annotation tool (<http://cys.bios.niu.edu/dbCAN2>) (Zhang et al., 2018). As recommended by the database, the combination of the HMMER search against the dbCAN hidden Markov model (HMM) database and the DIAMOND search against the CAZy database allowed to significantly identify the CAZyme-encoding genes. The results were filtered to exclude all matches with an e-value threshold of 1e-102 and an alignment coverage threshold of 0.35. The selection of bacteria was guided by clinical observations. In comparison with healthy individuals, bacterial species with modified relative abundances in individuals suffering from food allergy, colorectal cancer (CRC), metabolic syndrome (MetS), irritable bowel syndrome (IBS) and Crohn disease (CD) were pinpointed as potential beneficial bacteria.

Abdel-Gadir, A., et al., *Microbiota therapy acts via a regulatory T cell MyD88/ROR γ t pathway to suppress food allergy*. Nature Medicine, 2019. **25**(7): p. 1164-1174.

Almeida, A., et al., *A new genomic blueprint of the human gut microbiota*. Nature, 2019. **568**(7753): p. 499-504.

Bao, R., et al., *Fecal microbiome and metabolome differ in healthy and food-allergic twins*. The Journal of Clinical Investigation, 2021. **131**(2).

Brodmann, T., et al., *Safety of Novel Microbes for Human Consumption: Practical Examples of Assessment in the European Union*. Frontiers in Microbiology, 2017. **8**.

Cani, P.D., et al., *Akkermansia muciniphila: paradigm for next-generation beneficial microorganisms*. Nature Reviews Gastroenterology & Hepatology, 2022. **19**(10): p. 625-637.

Chang, S.-C., et al., *A gut butyrate-producing bacterium *Butyricoccus pullicaecorum* regulates short-chain fatty acid transporter and receptor to reduce the progression of 1,2-dimethylhydrazine-associated colorectal cancer*. Oncol Lett, 2020. **20**(6): p. 327.

Eeckhaut, V., et al., *Butyricoccus pullicaecorum in inflammatory bowel disease*. Gut, 2013. **62**(12): p. 1745-52.

Feehley, T., et al., *Healthy infants harbor intestinal bacteria that protect against food allergy*. Nature Medicine, 2019. **25**(3): p. 448-453.

Gevers, D., et al., *The treatment-naïve microbiome in new-onset Crohn's disease*. Cell Host Microbe, 2014. **15**(3): p. 382-392.

Haro, C., et al., *The gut microbial community in metabolic syndrome patients is modified by diet*. J Nutr Biochem, 2016. **27**: p. 27-31.

Ismail, I.H., et al., *Early gut colonization by Bifidobacterium breve and B. catenulatum differentially modulates eczema risk in children at high risk of developing allergic disease*. Pediatr Allergy Immunol, 2016. **27**(8): p. 838-846.

Jamar, G., et al., *Relationship between fatty acids intake and Clostridium coccoides in obese individuals with metabolic syndrome*. Food Research International, 2018. **113**: p. 86-92.

Jeffery, I.B., et al., *An irritable bowel syndrome subtype defined by species-specific alterations in faecal microbiota*. Gut, 2012. **61**(7): p. 997-1006.

- Kerckhoffs, A.P., et al., *Lower Bifidobacteria counts in both duodenal mucosa-associated and fecal microbiota in irritable bowel syndrome patients*. World journal of gastroenterology: WJG, 2009. **15**(23): p. 2887.
- King, C.H., et al., *Baseline human gut microbiota profile in healthy people and standard reporting template*. PLoS One, 2019. **14**(9): p. e0206484.
- Liu, X., et al., *Blautia-a new functional genus with potential probiotic properties?* Gut Microbes, 2021. **13**(1): p. 1-21.
- Mahdavinia, M., et al., *Gut microbiome is associated with asthma and race in children with food allergy*. J Allergy Clin Immunol, 2023.
- Montalban-Arques, A., et al., *Commensal Clostridiales strains mediate effective anti-cancer immune response against solid tumors*. Cell Host Microbe, 2021. **29**(10): p. 1573-1588.e7.
- Mukherjee, A., et al., *Gut microbes from the phylogenetically diverse genus Eubacterium and their various contributions to gut health*. Gut Microbes, 2020. **12**(1): p. 1802866.
- Pereira, G.V., et al., *Degradation of complex arabinoxylans by human colonic Bacteroidetes*. Nature Communications, 2021. **12**(1): p. 459.
- Qi, Y., et al., *Heat-inactivated Bifidobacterium adolescentis ameliorates colon senescence through Paneth-like-cell-mediated stem cell activation*. Nat Commun, 2023. **14**(1): p. 6121.
- Qin, J., et al., *A metagenome-wide association study of gut microbiota in type 2 diabetes*. Nature, 2012. **490**(7418): p. 55-60.
- Rajilić-Stojanović, M., et al., *Global and Deep Molecular Analysis of Microbiota Signatures in Fecal Samples From Patients With Irritable Bowel Syndrome*. Gastroenterology, 2011. **141**(5): p. 1792-1801.
- Tamanai-Shacoori, Z., et al., *Roseburia spp.: a marker of health?* Future Microbiol, 2017. **12**: p. 157-170.
- Touch, S., et al., *Human CD4⁺CD8 α ⁺ Tregs induced by Faecalibacterium prausnitzii protect against intestinal inflammation*. JCI Insight, 2022. **7**(12).
- Wang, T., et al., *Structural segregation of gut microbiota between colorectal cancer patients and healthy volunteers*. The ISME Journal, 2012. **6**(2): p. 320-329.
- Zafar, H. and M.H. Saier, Jr., *Gut Bacteroides species in health and disease*. Gut Microbes, 2021. **13**(1): p. 1-20.
- Zhang, H., et al., *dbCAN2: a meta server for automated carbohydrate-active enzyme annotation*. Nucleic Acids Res, 2018. **46**(W1): p. W95-w101.

# Supplementary material for: In-depth characterization of a selection of gut commensal bacteria reveals their functional capacities to metabolize dietary carbohydrates with prebiotic potential
**Source:** mSystems. 2024 Mar 5;9(4):e01401-23. doi: 10.1128/msystems.01401-23
**Supplement:** Table S2 — Statistical description of the four fermentation clusters.

A

	p-value	DF
Bacteria	1.86e-103	48
Phylum	1.89e-95	12
Condition	6.18e-33	21

B

	p-value
Isovalerate	3.54e-242
Propionate	8.45e-147
Acetate	1.64e-135
Butyrate	9.99e-122
Isobutyrate	4.35e-105

C

	Cla/Mod	p-value
Cluster N	Phylum=Firmicutes_Ruminococcaceae	91 6.89e-15
	Phylum=Verrucomicrobia	100 2.97e-07
	Bacteria=R.bromii	100 2.97e-07
	Bacteria=F.prausnitzii	100 2.97e-07
	Bacteria=B.pullicaeorum	100 2.97e-07
	Bacteria=B.adolescentis	100 2.97e-07
	Bacteria=A.muciniphila	100 2.97e-07
	Phylum=Actinobacteria	88 7.56e-06
	Condition=Pectin_0.1%	82 3.76e-04
	Condition=No_Carbohydrates_0.1%	82 3.76e-04
	Condition=No_Carbohydrates_0.5%	76 1.68e-02
	Bacteria=A.coccae	47 4.95e-02
	Condition=Glucose_0.1%	50 1.48e-02
	Bacteria=B.intestinalis	38 2.31e-03
	Condition=Glucose_0.5%	38 6.25e-06
	Bacteria=B.thetaiotaomicron	19 1.26e-07
	Bacteria=B.xylanisolvans	0 1.61e-15
	Bacteria=B.fragilis	0 1.61e-15
	Phylum=Bacteroidetes	14 1.15e-40
Cluster G	Phylum=Firmicutes_Lachnospiraceae	31 2.53e-19
	Bacteria=A.coccae	53 2.50e-08
	Bacteria=E.rectale	50 2.23e-07
	Condition=Glucose_0.5%	32 1.01e-05
	Condition=Glucose_0.1%	32 1.01e-05
	Bacteria=S.variable	38 3.64e-04
	Bacteria=R.intestinalis	38 3.64e-04
	Phylum=Verrucomicrobia	0 9.20e-03
	Bacteria=R.bromii	0 9.20e-03
	Bacteria=F.prausnitzii	0 9.20e-03
	Bacteria=B.xylanisolvans	0 9.20e-03
	Bacteria=B.thetaiotaomicron	0 9.20e-03
	Bacteria=B.pullicaeorum	0 9.20e-03
	Bacteria=B.intestinalis	0 9.20e-03
	Bacteria=B.hansenii	0 9.20e-03
	Bacteria=B.fragilis	0 9.20e-03
	Bacteria=B.catenulatum	0 9.20e-03
	Bacteria=B.adolescentis	0 9.20e-03
	Bacteria=A.muciniphila	0 9.20e-03
	Phylum=Actinobacteria	0 6.11e-05
Cluster G/I	Condition=Pectin_0.1%	0 3.18e-05
	Condition=No_Carbohydrates_0.5%	0 3.18e-05
	Condition=No_Carbohydrates_0.1%	0 3.18e-05
	Phylum=Bacteroidetes	0 8.17e-10

D

		Mean in Cluster	Overall Mean	SD in Cluster	Overall SD	p-value
Cluster N	Butyrate	0.65	1.61	0.89	3.56	6.71e-78
	Isobutyrate	0.16	0.24	0.14	0.23	8.75e-26
	Acetate	2.92	5.44	3.19	7.18	2.73e-27
	Propionate	0.24	2.15	0.45	4.48	2.89e-39
	Isovalerate	0.04	0.41	0.13	0.84	3.41e-41
Cluster G	Butyrate	8.91	1.61	5.47	3.56	6.71e-78
	Acetate	2.77	5.44	2.87	7.18	7.08e-04
	Propionate	0.09	2.15	0.04	4.48	3.03e-05
	Isobutyrate	0.13	0.24	0.10	0.23	2.40e-05
	Isovalerate	0.02	0.41	0.05	0.84	2.26e-05
Cluster A	Isovalerate	2.14	0.41	0.64	0.84	1.17e-104
	Propionate	10.33	2.15	5.20	4.48	3.69e-82
	Isobutyrate	0.64	0.24	0.22	0.23	1.51e-71
	Acetate	9.20	5.44	5.53	7.18	3.90e-08
	Butyrate	0.08	1.61	0.03	3.56	5.84e-06
Cluster G/I	Acetate	26.61	5.44	7.41	7.18	2.05e-70
	Propionate	3.76	2.15	4.03	4.48	3.04e-02
	Butyrate	0.09	1.61	0.04	3.56	9.93e-03

	Cla/Mod	p-value
Cluster A	Phylum=Bacteroidetes	72 7.71e-75
	Bacteria=B.fragilis	81 1.33e-16
	Bacteria=B.xylanisolvans	75 6.97e-14
	Bacteria=B.thetaiotaomicron	69 1.81e-11
	Bacteria=B.intestinalis	63 2.54e-09
	Phylum=Verrucomicrobia	0 2.19e-03
	Bacteria=S.variable	0 2.19e-03
	Bacteria=R.inulinivorans	0 2.19e-03
	Bacteria=R.intestinalis	0 2.19e-03
	Bacteria=R.bromii	0 2.19e-03
	Bacteria=F.prausnitzii	0 2.19e-03
	Bacteria=E.rectale	0 2.19e-03
	Bacteria=B.pullicaeorum	0 2.19e-03
	Bacteria=B.hansenii	0 2.19e-03
	Bacteria=B.catenulatum	0 2.19e-03
	Bacteria=B.adolescentis	0 2.19e-03
	Bacteria=A.muciniphila	0 2.19e-03
	Bacteria=A.hallii	0 2.19e-03
Cluster G/I	Bacteria=A.coccae	0 2.19e-03
	Phylum=Actinobacteria	0 3.10e-06
	Condition=Glucose_0.5%	0 1.32e-06
	Phylum=Firmicutes_Ruminococcaceae	0 1.25e-12
	Phylum=Firmicutes_Lachnospiraceae	0 2.97e-20
Cluster G/I	Condition=Glucose_0.5%	29 2.26e-11
	Condition=Inulin_0.5%	21 1.36e-05
	Phylum=Bacteroidetes	14 1.42e-04
	Bacteria=B.xylanisolvans	25 4.12e-04
	Bacteria=B.hansenii	25 4.12e-04
	Bacteria=B.catenulatum	25 4.12e-04
	Bacteria=B.fragilis	19 1.27e-02
	Phylum=Actinobacteria	13 4.68e-02
	Condition=Polysaccharide_0.5%	0 9.15e-03
	Condition=Pectin_0.1%	0 9.15e-03
	Condition=Glucose_0.1%	0 9.15e-03
	Condition=Corn_Fiber_0.5%	0 9.15e-03
	Condition=No_Carbohydrates_0.5%	0 9.15e-03
	Condition=No_Carbohydrates_0.1%	0 9.15e-03
	Phylum=Firmicutes_Ruminococcaceae	0 7.84e-05

Table S1: Statistical description of the four fermentation clusters. These results suggested functional hierarchisation of the metabolic interactions between the dietary carbohydrates and the commensal bacteria. (A) Statistical analysis of the clusters and the explicative variables that include bacteria, phyla and conditions. Chi² tests are performed. The explicative variables are classified according to their decreasing statistical significance. (B) Statistical analysis of the clusters and the quantitative variables that include acetate, propionate, isobutyrate, butyrate and isovalerate. ANOVA tests are performed on each quantitative variable with each cluster as the explicative variable. The quantitative variables are classified according to their decreasing statistical significance. (C) Description of each cluster based on the explicative variables. Each bacteria, phyla and conditions are represented in different proportions according to each group. (D) Description of each cluster based on the quantitative variables. The mean and standard deviation of each quantitative variables are reported for each cluster in comparison with the overall data set. T-Student tests are performed to compare the mean of each cluster and the mean of the overall data set.

How the deposited data were processed for this re-analysis (not part of the article)

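RNA-Seq libraries of *B. thetaiotaomicron*, *B. xylanisolvens*, *R. intestinalis* and *S. variabile* were analysed, 36 in all, 3 per medium. RNA was extracted from cultures at the end of the exponential phase, depleted of rRNA, sequenced as single reads on an Illumina NextSeq500, trimmed, and counted per gene with featureCounts 1.5.2. The deposited tables, 8 in all, hold 1 comparison with LNCM-glucose each. Their signal columns are gene counts that the authors divided by 1 DESeq2 size factor per library. The deposited log2 fold changes and p-values are those the authors computed with DESeq2, and the p-values were used here only as 1 of the alternatives. The reads per gene were recovered by dividing each column by the value of 1 read; every value came out whole within 0.01, and for *S. variabile* the recovered reads equalled 100% of the values in the 1079 genes read from File S3.

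Genes with more than 1 CPM in at least as many libraries as the smallest group holds were tested. The main test was limma with a trend on log2(deposited value + 1), all 3 media of a species in 1 fit, with the Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. An edgeR quasi-likelihood test had been set as the main test before the data were examined. So had the gene lists, the rule for named genes and most alternatives. Limma took its place because the deposited values are not counts. The recovered reads allowed the edgeR test all the same, and it was kept as an alternative. The change of main test was thus a choice, and the counts of *B. xylanisolvens* depend on it. R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 was used, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. For *R. intestinalis* the 7 libraries listed in File S3 were fitted, for the other species all 9. This kept replicate 3 of *B. xylanisolvens* in LNCM-inulin, with 256985 reads, although the paper states a minimum of 10 M reads. Whether the paper left this library out could not be read from File S3. So the stated minimum was followed in *R. intestinalis* and not in *B. xylanisolvens*. Without this library, 2080 genes changed in LNCM-inulin in place of 1297, and 1335 in the direct contrast in place of 555. The replicate numbers were checked for pairing by the correlation of residuals: of the comparisons with at least 2 shared numbers, libraries with the same number correlated by more than 0.1 in every pair only in *B. thetaiotaomicron* for LNCM-inulin against LNCM-glucose (0.154 to 0.643) and against LNCM-corn fiber (0.355 to 0.687), and taking the number as a block moved neither count by more than 1.5 times; LNCM-corn fiber against LNCM-glucose in *R. intestinalis* has 1 shared number, which correlated by 0.214, and the block gave 1012 genes there in place of 1543, and in *B. xylanisolvens* for LNCM-corn fiber against LNCM-glucose each number correlated best with its own (0.0778 to 0.241), with 1404 genes in place of 1455. Replicates of a medium correlated by 0.968 to 0.989 in *B. thetaiotaomicron*, 0.866 to 0.996 in *B. xylanisolvens*, 0.935 to 0.992 in *R. intestinalis* and 0.969 to 0.998 in *S. variabile*, and the lowest chi-square per gene between 2 replicates was 14.0, so no library was a copy of another. In *S. variabile*, replicate 1 of LNCM-glucose stood apart from replicates 2 and 3, with correlations of 0.972 and 0.969 against 0.998 between these and a chi-square per gene of 758 and 851 against 14.4; without it 2300 genes changed in LNCM-inulin and 2360 in LNCM-pectin, in place of 2051 and 2128.

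The alternatives were the edgeR likelihood ratio and quasi-likelihood tests and DESeq2 on the recovered reads, TMM, RLE and library size as scalings of the quasi-likelihood test, TMM as a scaling of the deposited values, a pseudocount of 0.5 or 10, no filter and a minimum of 10 counts in every library, only the 2 groups compared, all libraries of *R. intestinalis*, the replicate number as a block, a weight per library, an added log2 fold change of at least 1, the authors' p-values over the genes tested here, the removal of libraries under 10 M reads, and each library of the 2 media compared left out in turn. The overlap of the 2 complex carbohydrates was set beside 20 simulations of unchanged groups with a shared reference, in which every library was drawn with independent noise. Tested on simulated data with 200 genes changed, limma recovered 64% of 2-fold and 94% of 4-fold changes with 9 false calls in *B. thetaiotaomicron*. It recovered 73% and 82% with 1 in *B. xylanisolvens*, 59% and 88% with 8 in *R. intestinalis*, and 86% and 99% with 14 in *S. variabile*. In the same order, the edgeR quasi-likelihood test recovered 63% and 93% with 10, 91% and 99% with 3, 62% and 91% with 11, and 87% and 99% with 14. Fewer genes were changed in these simulations than were called in the real comparisons. All libraries of a medium were drawn from the same gene means, scaled by depth. The simulations therefore do not show how the tests handle a library that stands apart, as replicate 3 of *B. xylanisolvens* in LNCM-inulin does. The authors' own adjusted p-values call 3239 and 3024 genes in *B. thetaiotaomicron* and 1728 and 1988 in *B. xylanisolvens* (LNCM-inulin and LNCM-corn fiber). They call 1825 and 1997 in *R. intestinalis* for the same media, and 2185 and 2230 in *S. variabile* (LNCM-inulin and LNCM-pectin). Adjusted again over the genes tested here, their p-values call 3219 and 3015, 1730 and 1987, 1822 and 1994, and 2168 and 2201 in the same order. Of these, 3133 and 2894, 1290 and 1455, 1514 and 1507, and 2037 and 2123 are also called here.

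Named genes were chosen by a rule: every readable gene of CGC5 and CGC1 of *S. variabile*, whose values in the first replicates had been seen in File S3, the 4 largest changes of each fixed list, and the 10 highest and 10 lowest changes per comparison whose replicates did not overlap and whose higher mean was at least 50; of genes without a name, only some identifiers are given. Of 57 fixed lists, 26 had readable members of *S. variabile*, 149 in all, 14 had none, and 17 were set by ranges of older locus tags, which were not matched to the identifiers. Because names were read for the first 1079 of 2861 genes, no enrichment or set test was run, and a list is given as a count of its members. Coordinates are those of File S3. For *B. xylanisolvens* the sample labels give strain CL03T12C04 and Table S1 gives XB1A, and which of the 2 was grown was not settled here; its gene identifiers are those of the deposited tables. Names of genes of the other 3 species, the growth and metabolite data, and the clusters of those species were not analysed here.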

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

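Neither gene below lies in a CGC of the readable part of File S3, and both rose more than 16-fold over LNCM-glucose, a signal in genes that the paper does not discuss. SUBVAR_RS15220, a mannonate dehydratase of glucuronate breakdown, had a log2 fold change of 4.48 (standard error 0.19, n = 3 per medium) in LNCM-inulin, from 171 ± 38.2 to 3814 ± 649 normalized counts, and 3.87 in LNCM-pectin. SUBVAR_RS14710, a PTS transporter subunit IIABC, had 4.46 (standard error 0.13) in LNCM-pectin and was lower in LNCM-inulin than in LNCM-pectin by a log2 difference of -4.70 (adjusted p = 1.2e-07 from limma with the Benjamini-Hochberg adjustment). No explanation was tested for either.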

How the results depend on the processing

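Pseudocounts of 0.5 and 10, library weights, TMM in edgeR and in the deposited values, the limma block and the removal of libraries under 10 M reads were chosen after the data were seen. Here RLE, TMM and library size are scalings in the edgeR quasi-likelihood test. Of 231 values of named genes, 212 passed the test, and none of these reversed under any alternative; 14 of them fell short of it without some 1 library, 13 under another alternative, 4 with a block and 64 when a log2 fold change of at least 1 was added. Of 265 counts under alternatives, 225 were within 1.5 times of the count reported; the other 40 are given here, and the cause was not tested except where said. The alternative without non-coding genes, camera, fry and GO tests were not run.

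The added size threshold, which removes genes by its construction, left 1894 genes in LNCM-inulin and 1594 in LNCM-corn fiber in *B. thetaiotaomicron*, 541 and 732 in *B. xylanisolvens*, 903 in LNCM-inulin in *R. intestinalis*, 1147 in LNCM-inulin and 1307 in LNCM-pectin in *S. variabile*, and 1366, 439, 601 and 929 genes shared by the 2 carbohydrates of the species in this order.

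In *B. xylanisolvens*, LNCM-inulin against LNCM-glucose gave 1297 genes, 2061 with the likelihood ratio test, 1969 by library size only (1856 with TMM), 2298 with library weights and 2080 without replicate 3 of LNCM-inulin, the library under 10 M reads. LNCM-corn fiber gave 1455, 2279 with the likelihood ratio test, 2324 with only the 2 groups compared, 2574 with weights and 2353 without that library. Inulin against corn fiber gave 555, 1285 with the likelihood ratio test, 929 with RLE, 919 with TMM, 857 by library size only and 869 with a block in the quasi-likelihood test, 1519 with weights and 1335 without that library. Library weights gave 2057 genes between inulin and pectin in *S. variabile*; the estimate of the weights stopped before its tolerance in *B. xylanisolvens* and *S. variabile*.

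With the replicate number as a block, limma and the quasi-likelihood test gave 1012 and 1006 genes in *R. intestinalis* for LNCM-corn fiber against LNCM-glucose and 212 and 147 for inulin against corn fiber (209 and 145 of them among the 618 called without it); a block also takes residual degrees of freedom from 7 libraries. The block moved the other counts by less than 1.5 times, apart from the 869 given above. Of the named genes of *S. variabile* (SUBVAR_ left out of their identifiers here), RS00275 and RS12690 in LNCM-inulin and RS11465 and RS13960 in LNCM-pectin did not pass with a block.

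Leaving out 1 library at a time, which where a medium keeps 1 library assumes that it varies like the others, gave 2950 to 3107 genes (LNCM-inulin), 2663 to 2942 (LNCM-corn fiber) and 931 to 1131 (direct contrast) in *B. thetaiotaomicron*, 1024 to 2080, 1220 to 1298 and 274 to 1335 in *B. xylanisolvens*, 804 to 1388, 1046 to 1374 and 276 to 603 in *R. intestinalis*, and 1874 to 2300, 1994 to 2360 and 820 to 942 in *S. variabile* (LNCM-inulin, LNCM-pectin, direct contrast). Apart from replicate 3 of *B. xylanisolvens* in LNCM-inulin, the libraries that moved a count by more than 1.5 times were replicates 1, 2 and 3 of LNCM-corn fiber (275, 274 and 298) in that species, and replicate 3 of LNCM-glucose (804), replicate 1 of LNCM-corn fiber (276) and replicates 2 and 3 of LNCM-inulin (330 and 373) in *R. intestinalis*. Log2 fold changes that did not pass without some 1 library were those of RS00275 (-0.87 to -0.82), RS00735 (-0.61 to -0.50), RS12520 (0.38 to 0.56), RS12690 (-0.79 to -0.50), RS13960 (-0.31 to -0.27), RS14390 (0.34 to 0.37) in LNCM-inulin and RS00740 (-0.68 to -0.48), RS01420 (0.27), RS11455 (0.30 to 0.36), RS11465 (-0.53 to -0.38), RS12320 (-0.47 to -0.45), RS13220 (0.34), RS13960 (-0.33 to -0.23) in LNCM-pectin, and of HMPREF1074_RS00365 (-3.97 to -3.83) of *B. xylanisolvens* in LNCM-inulin.

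Values of CGC5 and CGC1 genes near 0, none past the test as reported, changed direction. By library size only, RS11475 had -0.044 and RS12525 -0.075 in LNCM-inulin, and RS11435 0.088 and RS12495 0.010 in LNCM-pectin. In LNCM-pectin RS11475 had -0.0028 with the likelihood ratio test, -0.046 with DESeq2, -0.047 with RLE, -0.0032 with TMM and -0.061 in the authors' values. With library weights, RS11450 had -0.22, RS11455 -0.057, RS11475 -0.27 and RS12525 -0.0066 in LNCM-inulin, and RS11430 -0.039, RS11475 -0.37 and RS12490 -0.037 in LNCM-pectin. With 1 library left out, the ranges that crossed 0 were those of RS11455 (-0.034 to 0.16), RS11475 (-0.32 to 0.38), RS12525 (-0.072 to 0.041), RS14955 (-0.046 to 0.39) in LNCM-inulin and RS11430 (-0.021 to 0.10), RS11475 (-0.39 to 0.31), RS12490 (-0.063 to 0.050), RS12495 (-0.40 to 0.012) in LNCM-pectin; without replicate 1 of LNCM-glucose, RS11475 passed the test in both media with its lowest values.

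By library size only, the median log2 fold change of all genes was -0.74 in LNCM-inulin and -0.79 in LNCM-corn fiber in *R. intestinalis* (-0.01 and -0.02 with TMM), -0.30 and -0.19 in *B. xylanisolvens* (-0.03 and -0.07), and 0.16 in LNCM-pectin and -0.24 between inulin and pectin in *S. variabile* (0.04 and -0.03). In limma it was -0.15 in *B. xylanisolvens* in LNCM-inulin, 0.00 without the library under 10 M reads.

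With 3 libraries against 3, the 10 possible splits are too few for a share under 0.05. In each of the 9 comparisons of *B. thetaiotaomicron*, *B. xylanisolvens* and *S. variabile*, 1 split, the real one, gave the count reported (555 to 3189 genes), and the highest count of the other splits was 0. *R. intestinalis*, with 2 libraries in 2 media, was not tested so.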

Other observations

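Tests on replicate 3 of *B. xylanisolvens* in LNCM-inulin, on tRNA, and on mixing in replicate 3 of *B. thetaiotaomicron* in LNCM-glucose were chosen after the result was seen. Of 5 thiamine genes of *S. variabile*, 2 fell in LNCM-inulin and 4 in LNCM-pectin (1 and 4 adjusted over the list alone; 3 and 3 in the edgeR quasi-likelihood test by library size only, 2 and 4 in that test with TMM), with thiD (SUBVAR_RS00730), a kinase of the pyrimidine branch, at -1.35 (standard error 0.15) and -1.74. Of 3 genes for ferrous iron transport, 2 fell in LNCM-inulin and 3 in LNCM-pectin (2 and 3 adjusted over the list alone; 3 and 3 in the edgeR quasi-likelihood test with TMM, RLE or library size), with SUBVAR_RS00655 at -1.16 and -1.56. The chaperone gene dnaK had -0.91 and -2.19, and the gene of its nucleotide exchange factor GrpE (SUBVAR_RS15785) 2.90 and 3.17, 1 of 2 up and 1 down in each medium (also adjusted over the list alone). Of 5 sigma factor and related regulator genes, 1 rose and 3 fell in LNCM-inulin, and 1 rose and 4 fell in LNCM-pectin (the same counts adjusted over the list alone), with SUBVAR_RS11990 at -1.73 and -1.78. Of 21 phage and transposition genes, 9 rose and 10 fell in LNCM-inulin, and 10 rose and 10 fell in LNCM-pectin (the same counts adjusted over the list alone): the IS3 transposase gene SUBVAR_RS15670 had -3.18 in LNCM-inulin, the integrase gene SUBVAR_RS01705 -4.24 and the phage tail gene SUBVAR_RS13320 2.82 in LNCM-pectin. The 1 sporulation gene rose in LNCM-inulin (0.59; 1 adjusted over the list alone; in LNCM-pectin it rose adjusted over the list alone or in the edgeR quasi-likelihood test with TMM, RLE or library size), and malQ, the 1 gene of starch enzymes, rose in both media (1 and 1 adjusted over the list alone).

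Genes with neighbouring identifiers changed together: in LNCM-inulin the log2 fold changes of neighbours correlated across genes by 0.570 in *B. thetaiotaomicron*, 0.284 in *B. xylanisolvens*, 0.500 in *R. intestinalis* and 0.536 in *S. variabile*, where the highest of 1000 shuffled orders gave 0.0618, 0.0610, 0.0500 and 0.0584. Identifiers follow the coordinates for 98.5% of neighbours in the readable genes of *S. variabile*, so the correlation may come from operons, from other effects of position or from reads that span adjacent genes, which were not told apart.

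In *S. variabile*, a tRNA-Ile gene (SUBVAR_RS01440) and the tRNA-Ala gene next to it (SUBVAR_RS01445) had a mean log2 fold change of -5.80 in LNCM-inulin and -5.92 in LNCM-pectin, from 22661 ± 1927 and 1708 ± 443 normalized counts. A lower recovery of short RNA would lower the other tRNA genes as far; the median of the other 12 was -1.98 and -1.47, a gap of at least 3.82, which argues against it as the whole cause, while 10 and 8 of them fell. A tRNA-Ile and tRNA-Ala pair often lies between rRNA genes, so a difference in rRNA removal between media may be the cause and was not tested, nor was a biological one.

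Replicate 3 of *B. xylanisolvens* in LNCM-inulin stood apart from replicates 1 and 2. With these thinned to 256985 reads, they differed from each other in 18 genes and from replicate 3 in 358 and 356, at least 19.8 times as many, which argues against counting error at low depth as the whole cause. Of 232 genes in which replicate 3 differed from both, 60.8% lay outside the range of the other 8 libraries by more than the counting error of its own reads, which argues against a mixture with the other cultures of the species as the whole cause. Both tests allow for counting error only. A library made from few molecules, RNA from elsewhere, degradation or a different state of that culture may be the cause; these were not tested.

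Replicate 3 of *B. thetaiotaomicron* in LNCM-glucose lay nearer to the treated libraries (correlation 0.895 to 0.927) than replicates 1 and 2 did (0.838 to 0.896). Rescaling it by its median ratio, a log2 difference of -0.0218, left 111 genes over 2-fold above both others, against 108 before (with no minimum mean). So small a shift makes the rescaling itself a weak test. But 1 factor per library adds nearly the same log2 amount to every gene, and so hardly changes a correlation. These values argue against scaling as the cause of the nearer correlation. A first test of RNA or reads of treated cultures mixed into it left that open: in 7 genes high in both treated media its share of the treated level was 7.19% (5.04% to 14.5%), a ratio of 2.86 with an interval of 1.48 to 4.19. A second test, chosen for that reason, went the way mixing needs: 67 of 3612 genes with a mean of at least 50 normalized counts lay over 2-fold above both others and 9 below, against 21 above and 63 below in replicate 1, and 2 above and 30 below in replicate 2. All 9 below were also lower in the treated libraries, but 9 is fewer than in either other replicate. A share near that in the 7 genes would lower no gene by over 2-fold, so mixing does not account for these 9. A different state of that culture could also give more genes above than below, so the second test does not tell it from mixing. Mixing may be the cause, and a different state of that culture stays open and was not tested.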
